# Functional cardiac fibroblasts derived from human pluripotent stem cells via second heart field progenitors

**DOI:** 10.1038/s41467-019-09831-5

**Published:** 2019-05-20

**Authors:** Jianhua Zhang, Ran Tao, Katherine F. Campbell, Juliana L. Carvalho, Edward C. Ruiz, Gina C. Kim, Eric G. Schmuck, Amish N. Raval, André Monteiro da Rocha, Todd J. Herron, José Jalife, James A. Thomson, Timothy J. Kamp

**Keywords:** Heart stem cells, Stem-cell differentiation, Cardiac regeneration, Heart failure

## Abstract

Cardiac fibroblasts (CFs) play critical roles in heart development, homeostasis, and disease. The limited availability of human CFs from native heart impedes investigations of CF biology and their role in disease. Human pluripotent stem cells (hPSCs) provide a highly renewable and genetically defined cell source, but efficient methods to generate CFs from hPSCs have not been described. Here, we show differentiation of hPSCs using sequential modulation of Wnt and FGF signaling to generate second heart field progenitors that efficiently give rise to hPSC-CFs. The hPSC-CFs resemble native heart CFs in cell morphology, proliferation, gene expression, fibroblast marker expression, production of extracellular matrix and myofibroblast transformation induced by TGFβ1 and angiotensin II. Furthermore, hPSC-CFs exhibit a more embryonic phenotype when compared to fetal and adult primary human CFs. Co-culture of hPSC-CFs with hPSC-derived cardiomyocytes distinctly alters the electrophysiological properties of the cardiomyocytes compared to co-culture with dermal fibroblasts. The hPSC-CFs provide a powerful cell source for research, drug discovery, precision medicine, and therapeutic applications in cardiac regeneration.

## Abstract (web summary)

Cardiac fibroblasts (CFs) play critical roles in heart development, homeostasis, and disease. Here the authors efficiently differentiate human pluripotent stem cells through second heart field progenitors to CFs that exhibit features and functional properties similar to native CFs.

## Introduction

Cardiac fibroblasts (CFs) compromise a significant fraction of cells in the heart estimated using lineage tracing to be about 15% of the nonmyocyte cells in mouse heart^1^, and CFs contribute to heart function, homeostasis, and structure in multiple ways. The production and remodeling of extracellular matrix (ECM) are the best known functions of CFs. Secretion of growth factors and complex mixtures of regulatory molecules in extracellular vesicles provide another important way that CFs regulate cardiac function. During development, signaling from CFs is necessary to stimulate cardiomyocyte proliferation^2^. CFs are intimately involved in many of the dysregulated signaling pathways linked to heart disease such as β-adrenergic signaling in heart failure^3^. Activated CFs and resulting pathological fibrosis can lead to impaired mechanical function associated with heart failure as well as abnormal electrical activity linked to arrhythmias and sudden cardiac death^4^. Not surprisingly, with this range of cardiac-specific effects, evidence has emerged that CFs are tissue-specific cells distinct from other fibroblasts in the body^5^.

Given the role of CFs in cardiac biology and disease, investigators have isolated and studied primary CFs from surplus patient material obtained at the time of cardiac surgery, cardiac biopsy, or autopsy. However, disease- and patient-specific cardiac tissue samples are not always available. For example, many patients with inherited heart disease typically do not undergo cardiac surgical interventions. Thus, a robust, reproducible, and patient-specific source of CFs is desirable. Because human pluripotent stem cells (hPSCs) can renew indefinitely in culture, hPSCs provide an unlimited source of genetically identical hPSC-CFs in contrast to primary tissue sources of CFs. Prior studies have identified fibroblasts as a low-abundance cell type present following protocols optimized to differentiate hPSCs to cardiomyocytes (hPSC-CMs)^6,7^. In addition, recent investigations have defined protocols to generate epicardial cells from hPSCs that subsequently can be differentiated into CFs^8–11^. However, efficient differentiation of hPSCs to well characterized CFs has not been described.

During embryonic development, CFs arise from multiple sources. The epicardium is considered the major source of CFs found in the ventricular myocardium^12–16^ with epicardial cells undergoing an epithelial-to-mesenchymal transition requiring expression of Tcf21 to generate CFs^12,13,17,18^. Lineage tracing with the epicardial marker, *Tbx18*, demonstrated *Tbx18*-expressing fibroblasts compromised only one-third of the CFs in embryonic and adult heart^13^; however, a more recent investigation with a *Wt1*-Cre mouse showed up to 80% of CFs in the adult heart were derived from the epicardium^19^. Another significant population of CFs is derived from the endocardium at the time of endocardial cushion formation by an endothelial-to-mesenchymal transition^19,20^, and endocardial cells are generated in part from the second heart field progenitors (SHFPs)^21^. Lastly, a small fraction of fibroblasts are derived from neural crest lineages^22^.

In the present study, we develop a protocol to generate hPSC-CFs via SHFPs using sequential inhibition of GSK3β to activate canonical Wnt signaling followed by stimulation with bFGF. The differentiated hPSC-CFs exhibit cell morphology, growth, gene expression, fibroblast markers, ECM production, and myofibroblast transformation similar to native human CFs.

## Results

### Progenitors arise during cardiac differentiation of hPSCs

Biphasic modulation of the Wnt signaling pathway with small molecules is sufficient to direct the differentiation of monolayer cultured hPSCs to CMs^23,24^. Activation of canonical Wnt signaling by GSK3β inhibition stimulates hPSCs to sequentially form mesoderm and cardiac progenitors that are subsequently induced to differentiate to CMs by inhibition of Wnt signaling. We first determined the stage-specific mesodermal and cardiac progenitor populations generated by this small molecule (GiWi) protocol (Fig. 1a). Flow cytometry demonstrated that the early mesodermal marker Brachyury (Bry) was expressed in almost all cells after 24 h of treatment with CHIR. Expression of Bry was present for another 24 h before it was downregulated after day 2 (Fig. 1b, Supplementary Fig. 1a). CD90 was robustly expressed in hPSCs, but its expression gradually declined during the differentiation. Most of the cells expressed CD90 at days 2–3 (>80%), but the expression level of CD90 was lower than in hPSCs (Fig. 1b, Supplementary Fig. 1b). This Bry^down^/CD90^low^ progenitor stage at day 2–3 first showed upregulation of *MESP1* and *GATA4* mRNA expression which are expressed in cardiac mesodermal progenitors (Fig. 1c), followed by the upregulation of cardiac transcription factors *ISL1*, *NKX2-5*, and *TBX5* indicating commitment of cardiac progenitors in the GiWi protocol (Fig. 1c). The apelin receptor (APLNR) is expressed in mesodermal progenitors including lateral plate mesodermal cells specified to be cardiac progenitors as well as APLNR^+^ cells that have the potential to give rise to mesenchymal stem cells (MSCs) and endothelial cells^25–28^. APLNR expression was first seen at day 3, and APLNR^+^ cells peaked at 66% of the cells on day 4 and then rapidly declined (Fig. 1b, Supplementary Fig. 1c). KDR^+^/PDGFRα^+^ cells have been identified as cardiac progenitor cells (CPCs) that can be differentiated mainly to CMs in the cardiac differentiation of hPSCs^6^. We found the KDR^+^/PDGFRα^+^ CPCs were mainly generated on day 4–5 (Fig. 1b, Supplementary Fig. 1d). These stage-specific progenitors were reproducibly generated from other hPSC lines using the GiWi protocol (Supplementary Fig. 2).

**Fig. 1:**
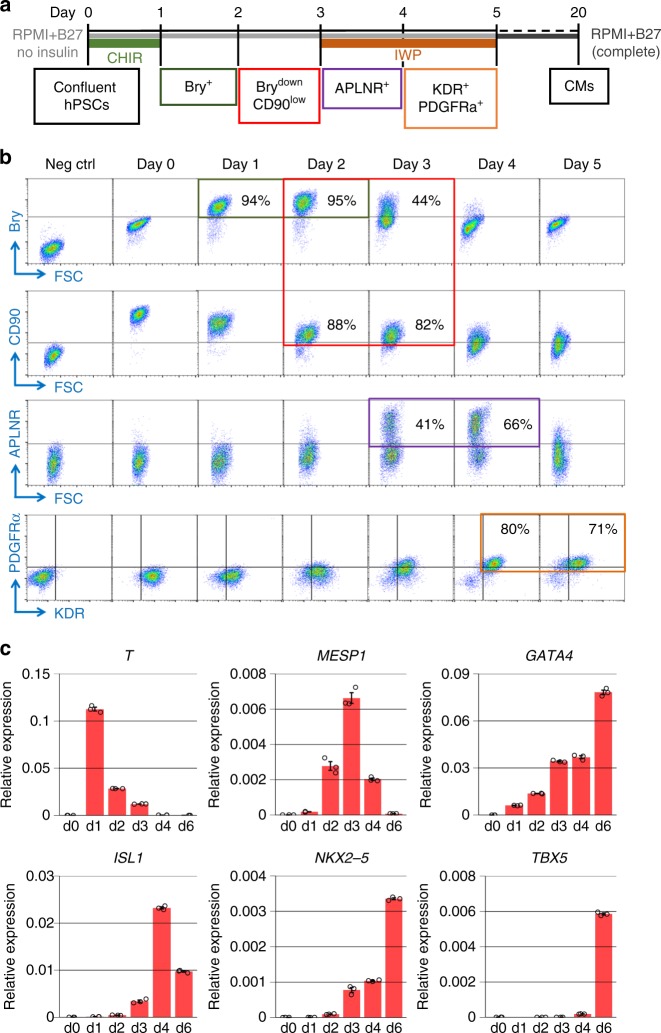
Identification of progenitors in cardiac differentiation of hPSCs. **a** Schematic method for the small molecule protocol using GSK3β inhibition with CHIR followed by Wnt inhibition with IWP (GiWi protocol) to efficiently differentiate hPSCs to cardiomyocytes (CMs) and the associated markers for stage-specific progenitors. **b** Flow cytometry of stage-specific progenitors labeled by Brachyury (Bry), CD90, Apelin receptor (APLNR), KDR, and PDGFRα in early differentiation (day 0–5) of the GiWi protocol. No primary antibody controls and isotype controls were performed for each time point, and the day 0, no primary antibody control (Neg ctrl) is shown as an example. **c** qRT-PCR showing the expression of relevant mesodermal and cardiac-related transcription factors in the progenitor stages of the GiWi protocol (day 0–6, *n* = 3 technical replicates). *TBX5*, d1 expression was not detectable. Data are mean ± SEM. The data are from DF19-9-11T hiPSC line

### FGF promotes differentiation of SHFPs and CFs

Because prior studies have demonstrated that fibroblast growth factor (FGF) signaling contributes to the generation of cardiac mesodermal progenitors and exerts a dominant effect over BMP signaling directing cardiac mesodermal progenitors to nonmyocyte fates^29,30^, we tested the impact of FGF signaling on the stage-specific progenitors present in the GiWi protocol to promote differentiation of CFs rather than CMs (Fig. 2a). We examined a range of concentrations of bFGF (0–125 ng/ml) added at different cardiac progenitor stages in a defined medium (CFBM, Supplementary Table 1) for fibroblast differentiation. Following 20 days of differentiation, cells were analyzed by flow cytometry using a specific fibroblast antibody (mouse anti-human fibroblast, clone TE-7^31^) and an antibody to sarcomeric myosin (MF20) expressed in CMs (Fig. 2b, Supplementary Fig. 3). Changing the medium and adding bFGF on day 2 or day 3 effectively prevented the generation of MF20^+^ CMs, and there was a concentration-dependent increase in fibroblast marker positive cells, which peaked at 75 ng/ml bFGF added on day 2 of differentiation (Fig. 2b). Higher concentrations of bFGF, when added on day 3 or day 4, resulted in significant cell death after day 6 of differentiation and no cells survived to 20 days (Fig. 2b). Applying a fixed concentration of 75 ng/ml of bFGF to cardiac mesodermal progenitors in a context-dependent fashion generated large population of fibroblasts from multiple hPSC lines which we refer to as hPSC-CFs (Fig. 2c).

**Fig. 2:**
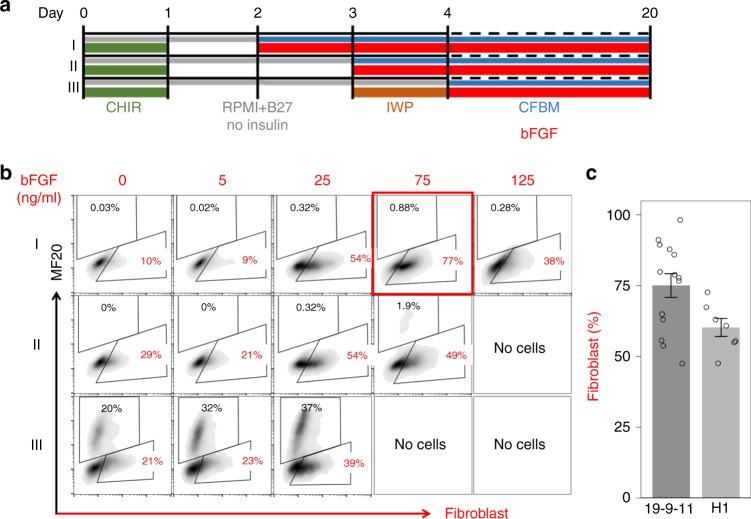
Effect of bFGF on hPSC-derived mesodermal and cardiac progenitors. **a** Schematic for testing the concentration-dependent effect of bFGF addition to stage-specific progenitors generated by the GiWi protocol beginning bFGF on day 2, 3, or 4, corresponding to labeled protocols I, II, and III. Gray lines indicate RPMI medium+B27 without insulin supplement; blue lines indicate cardiac fibroblast basal medium (CFBM); green lines indicate CHIR treatment; red lines indicate bFGF treatment; orange line indicates IWP treatment. **b** Flow cytometry analysis of day 20 differentiated cells from protocols I, II, III labeled by human fibroblast marker (clone TE-7 antibody) and cardiomyocyte marker (MF20 antibody for sarcomeric myosin). **c** Average percentage of fibroblast population differentiated from hESC line H1 (*n* = 7, biological replicates) and hiPSC line DF19-9-11T (*n* = 14, biological replicates) at 20 days. Data are mean ± SEM

We focused our effort on the protocol adding 75 ng/ml of bFGF in CFBM medium starting on day 2 following GSK3β inhibition (Gi) which we describe as the GiFGF protocol (Protocol I in Fig. 2a). To understand the impact of bFGF on the differentiation of day 2 cardiac mesodermal progenitors in the GiFGF protocol, we examined the temporal gene-expression pattern for developmentally regulated transcription factors and associated genes using quantitative real time polymerase chain reaction (qRT-PCR) (Fig. 3a, Supplementary Fig. 4). The early mesodermal gene *T* was transiently upregulated after the GSK3β inhibitor (CHIR) treatment peaking at day 1. *MESP1* and *GATA4* started to express on day 2 of differentiation following the expression of *T*, indicating the formation of cardiac mesodermal progenitors (Fig. 3a). Next, the cardiac-related transcription factors were upregulated following bFGF treatment including *ISL1*, *TBX1*, *GATA4*, *NKX2-5*, *HAND2* (Fig. 3a, Supplementary Fig. 4). The expression of *ISL1*, *GATA4*, and *HAND2* remained high through 20 days of differentiation. Interestingly, the pattern of expression is consistent with the formation of SHFPs given the prominent expression of *ISL1*, *TBX1*, *GATA4*, and *HAND2* (Fig. 3b)^32–36^. The results are also consistent with the demonstrated role of FGF signaling driving differentiation of pharyngeal mesoderm to SHFPs^37^. These results contrast the cardiomyocyte-optimized GiWi protocol in which transcription factors associated with first heart field (FHF) progenitors including *TBX5*^38^, *HAND1*, and *TBX20* are more prominently expressed (Fig. 3b). In addition, the ion channel gene, *HCN4*, which is recognized as the FHF progenitor marker^39^, was minimally expressed in the GiFGF protocol compared to the GiWi protocol (Fig. 3b). Furthermore, the cardiac transcription factors *ISL1*, *NKX2-5*, and *GATA4*, which are expressed in both FHF and SHF, were differentially expressed in the GiFGF and GiWi protocols (Fig. 3b). Particularly, *ISL1* expression persisted longer in GiFGF protocol compared to an early peak in expression in the GiWi protocol on day 4 then declining. In contrast, *NKX2–5* expression peaked early in the GiFGF protocol at day 6 and rapidly downregulated after day 10 compared to the GiWi protocol where *NKX2-5* expression increased after day 10 and is greatest at day 20. *TCF21*, a bHLH transcription factor required for the formation of CF in mouse heart^18^, was progressively upregulated from day 6–20 in the GiFGF protocol (Fig. 3a, Supplementary Fig. 4). However, we did not observe a significant upregulation of (pro)epicardial genes such as *TBX18* and *WT1* with the FGF directed CF differentiation (Fig. 3a, Supplementary Fig. 4), consistent with the findings that FGF signaling inhibits (pro)epicardium differentiation from the cardiac mesoderm^29^. We also examined the EMT markers of *SNAI1* and *SNAI2* in the GiFGF protocol and found an early upregulation of *SNAI1* (day 2–3) and a late upregulation of *SNAI2* (day 6–20) (Fig. 3a). *THY1* (CD90) expression was high in the undifferentiated hPSCs but downregulated during CF differentiation (Fig. 3c). Given that high bFGF concentrations can be supportive of maintenance of pluripotency of hPSCs, we examined the expression of the pluripotency gene *OCT4* and showed it to be completely downregulated during the CF differentiation (Fig. 3c), similar to the downregulation observed in cardiomyocyte differentiation protocols^7,23,40,41^. Finally, we examined the cell lineage-specific gene-expression pattern. *VIM*, commonly expressed in fibroblasts, was greatly upregulated during CF differentiation in contrast to *TNNT2*, a cardiomyocyte-specific gene, which is minimally expressed in the GiFGF protocol (Fig. 3d). Furthermore, *POSTN*, a gene expressed in CFs^42^, was also greatly upregulated by 20 days differentiation in the GiFGF protocol, whereas the general fibroblast-associated *DDR2* gene showed a smaller fold change compared to *POSTN* (Fig. 3d). To screen for gene expression typical of endothelial or smooth muscle cells, we examined *PECAM1* (CD31) and *MYH11* (smooth muscle myosin heavy chain) expression and found there was very low expression of *PECAM1* and essentially no expression of *MYH11* in the GiFGF protocol (Fig. 3d).

**Fig. 3:**
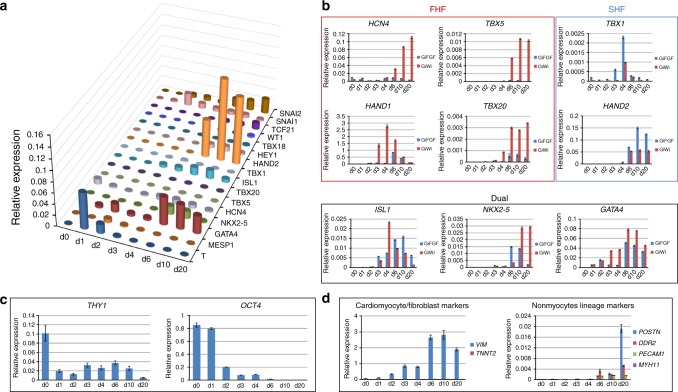
Analysis of cardiogenic gene expression during GiFGF protocol. **a** qRT-PCR showing the expression and hierarchy of transcription factors in the time course of the GiFGF protocol (day 0–20). **b** qRT-PCR showing the expression patterns of the transcription factors in FHF and SHF in the GiFGF protocol in comparison with the GiWi protocol. **c** qRT-PCR showing the expression time course of CD90 and OCT4 in GiFGF protocol (day 0–20). **d** qRT-PCR showing the expression of markers for fibroblasts (*VIM*, *POSTN*, and *DDR2*), cardiomyocytes (*TNNT2*), and nonmyocyte lineages (*PECAM1* and *MYH11*) in the time course of the GiFGF protocol (day 0–20). The qRT-PCR time course data are from consecutive samples from the same differentiation round with *n* = 3 technical replicates for each point. Data are mean ± SEM. The data are from DF19-9-11T hiPSC line

Based on the gene-expression data showing SHF genes were significantly upregulated upon bFGF addition in the GiFGF protocol, we used flow cytometry to examine the temporal expression of Islet1 and the recently identified SHF marker CXCR4 (CD184)^43^ in the GiFGF protocol compared to the GiWi protocol (Fig. 4a, Supplementary Fig. 5). Islet1 expressing cells first were detected on Day 3 of both protocols, but bFGF signaling resulted in the majority of cells being Islet1 positive in the GiFGF protocol relative to a smaller fraction in the GiWi protocol during the progenitors stages (Day 3–5). Furthermore, Islet1/CXCR4 double positive cells were the majority of cells (69%) on Day 5 in the GiFGF protocol and were only scarcely detected in the GiWi protocol. After 20 days of differentiation, we evaluated for the different cell lineages present and confirmed the GiWi protocol gives rise to predominantly hPSC-CMs (MF20^+^) and the GiFGF protocol gives rise to predominantly hPSC-CFs (fibroblast TE-7^+^) with a small population of smooth muscle cells (SM-MHC^+^) in the GiWi protocol only (Fig. 4b, Supplementary Fig. 6). No CD31^+^ endothelial cells were detected under these conditions (Fig. 4b, Supplementary Fig. 6).

**Fig. 4:**
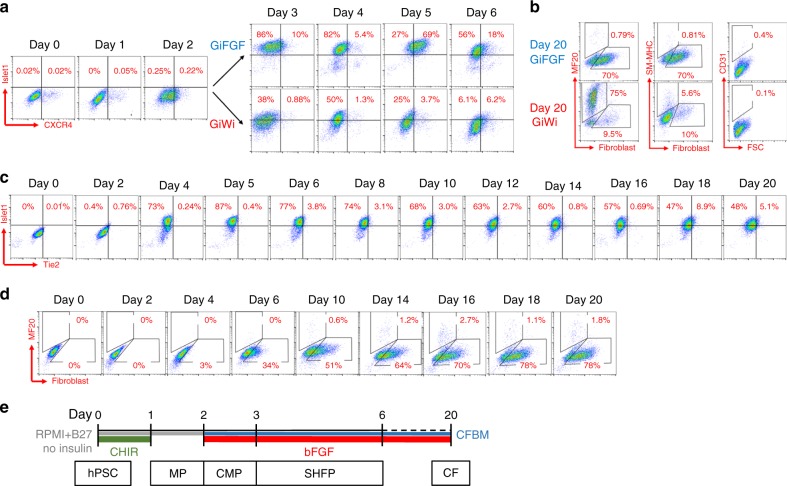
Evaluation of progenitors and cardiovascular lineages in CF and CM differentiation. **a** Flow cytometry analysis of cells on day 0–6 in the GiFGF and GiWi protocols for FHF/SHF marker Islet1 and SHF marker CXCR4. For day 0–2, the protocols are identical, diverging on day 3. **b** Flow cytometry analysis of the day 20 differentiated cells from the GiFGF and GiWi protocols for fibroblasts (anti-human fibroblasts, clone TE-7), CMs (MF20), smooth muscle cells (SM-MHC), and endothelial cells (CD31). **c** Flow cytometry analysis of cells throughout the GiFGF protocol for expression of Islet1 and the endothelial progenitor marker, Tie2. **d** Flow cytometry analysis of cells throughout the GiFGF protocol for expression of the fibroblast marker (anti-human fibroblasts, clone TE-7). **e** Schematic method of the GiFGF protocol and stage-specific progenitors in differentiation of hPSCs to CFs. Gray lines indicate RPMI medium+B27 without insulin supplement; blue lines indicate cardiac fibroblast basal medium (CFBM); green lines indicate CHIR treatment; red lines indicate bFGF treatment. MP mesodermal progenitor, CMP cardiac mesodermal progenitor, SHFP second heart field progenitor, CF cardiac fibroblast. The data are from DF19-9-11T hiPSC line

We sought to further define the lineage hierarchy of the hPSC-CFs by evaluating for expression of a marker associated with vascular endothelial progenitors, Tie2^44^, and the endocardial-specific transcription factor during early cardiac development, NFATc1^45^. We also examined the time course of expression of Islet1 as endocardial populations have been described from Islet1-positive and -negative populations in the developing mouse heart^21^. Despite the persistent expression of Islet1 detected from day 4 to day 20 in the GiFGF protocol, no significant Tie2-positive cells were observed (Fig. 4c, Supplementary Fig. 7). Evaluation for NFATc1 expression from day 10 to day 20 also showed no significant population of NFATc1-positive cells (Supplementary Fig. 8). A time course of the generation of hPSC-CFs during the GiFGF protocol shows the appearance of TE-7^+^ cells starting on day 6 and increasing in abundance to day 18 consistent with the generation of hPSC-CFs from Islet1/CXCR4 double positive SHFPs (Fig. 4d). In summary, the GiFGF protocol generates an enriched pool of SHFPs that give rise to hPSC-CFs without going through an evident endocardial progenitor cell stage (Fig. 4e).

### Comparison of hPSC-CFs, primary CFs, and dermal fibroblasts

We next compared the properties of hPSC-CFs with commercially available primary human fetal ventricular CFs (hfV-CFs) and adult ventricular CFs (haV-CFs), and adult dermal fibroblasts (hDFs). The morphology of hPSC-CFs, hfV-CFs, and haV-CFs maintained in similar media was comparable with spindle-shaped and polygonal cells present, but distinct from hDFs which were larger, flatter and more irregular in shape (Fig. 5a). The hPSC-CFs and hfV-CFs were more proliferative than haV-CFs and can propagate for more than 14 passages, while haV-CFs could only grow ~9 passages before undergoing senescence (Fig. 5b). The expression of CD90 (*THY1*), which has been used as a cell surface marker for some fibroblast populations, was uniformly expressed on hDFs and maintained over multiple passages. In contrast, expression of CD90 was present on only a fraction of hPSC-CFs, hfV-CFs and haV-CFs (~30%) and was present on a progressively smaller percentage of cells with passaging. Notably, the hPSC-CFs, hfV-CFs, and haV-CFs showed a similar change in expression of CD90 over passages (Fig. 5c, Supplementary Fig. 9). The hDFs were uniformly positive (~100%) for the intracellular fibroblast marker (clone TE-7) during passaging, and the hPSC-CFs, hfV-CFs, and haV-CFs showed that 80–90% of the cells were positive at early passage. The TE-7-positive cells increased to 99% with subsequent passaging and then declined as the CFs approached senescence (Fig. 5c Supplementary Fig. 10).

**Fig. 5:**
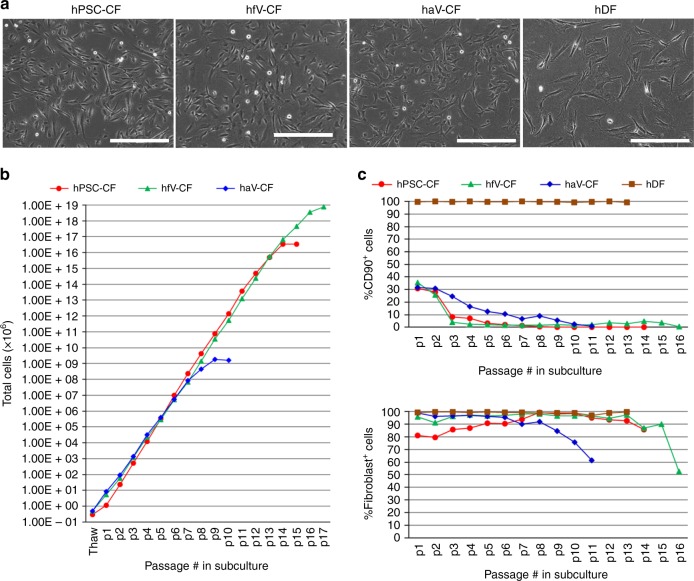
Comparison of CF and DF in morphology, proliferation and marker expression. **a** Phase contrast images of hPSC-CFs, hfV-CFs, haV-CFs, and hDFs. **b** Growth capacity of hPSC-CF, hfV-CF, and haV-CF during sequential passaging. **c** CD90 and the human fibroblast maker (clone TE-7) expression examined by flow cytometry in hPSC-CFs, hfV-CF, haV-CFs, and hDFs during passaging. Scale bars are 400 μm. The hPSC-CFs are from hiPSC line DF-19-9-11T. The primary hfV-CFs are from Cell Applications, Inc. The haV-CFs are from Lonza, NHCF-V. The hDF line is from skin biopsies from healthy donor

We tested labeling vimentin, an intermediate filament protein expressed in fibroblasts, and show that all of the clone TE-7 fibroblast antibody labeled cells from hPSC-CFs, hfV-CFs, haV-CFs, and hDFs populations also uniformly expressed vimentin, whereas hPSC-CMs did not express vimentin (Fig. 6a, Supplementary Figs. 11 and 12). The surface markers of PDGFRα (CD140a) and PDGFRβ (CD140b) have been reported to label a portion of primary mouse and human CFs^5^, and so we also examined their expression in hPSC-CFs, hfV-CFs, haV-CFs, hDFs, and hPSC-CMs by flow cytometry. PDGFRα was expressed in more than 90% of the cells in all the fibroblast populations, but not in hPSC-CMs (Fig. 6b, Supplementary Fig. 13). PDGFRβ was also expressed in the majority of the hPSC-CFs and hfV-CFs, as wells as hDFs (90%), but with a relatively lower percentage (62%) in haV-CFs. A very small population of PDGFRβ^+^ cells which may represent nonmyocytes in the hPSC-CMs preparation (Fig. 6b). Immunolabeling of the cell preparations was performed to evaluate for other proteins associated with fibroblasts. The transcription factor GATA4 has previously been reported to be expressed in CFs but not in DFs^5^, and we found the TE-7-labeled fibroblasts from hPSC-CFs, hfV-CFs, and haV-CFs were all GATA4 positive in contrast to hDFs which showed no immunolabeling for GATA4. hPSC-CMs were negative for the fibroblast marker TE-7, but positive for GATA4 (Fig. 6c). There were no cTnT^+^ cells detected in any of the fibroblast cell lines, but hPSC-CMs preparation showed abundant cTnT^+^ cells (Fig. 6c). Periostin is a matricellular protein associated with fibroblasts that is expressed in mouse CFs during embryonic development and downregulated in adult mouse CFs except following injury^42,46^. Furthermore, a recent study demonstrated that periostin is expressed in CFs differentiated from hPSC-derived epicardial cells^9^. Because periostin is a secreted protein, flow cytometry is problematic for detection of expressing cells, so we performed Q-PCR to examine *POSTN* expression. All of the fibroblast populations examined expressed *POSTN*, but hPSC-CM did not show expression (Fig. 6d). Immunolabeling for FSP1, another protein associated with fibroblasts, was detected in the majority of cells from all fibroblast cell lines and likewise, the ECM proteins collagen I and fibronectin were expressed across all the fibroblast preparations (Supplementary Fig. 14). Thus, while hPSC-CFs share some properties with hDFs, they are most similar to hfV-CFs and haV-CFs in their morphology and marker expression, particularly in the pattern of expression of CD90 and GATA4.

**Fig. 6:**
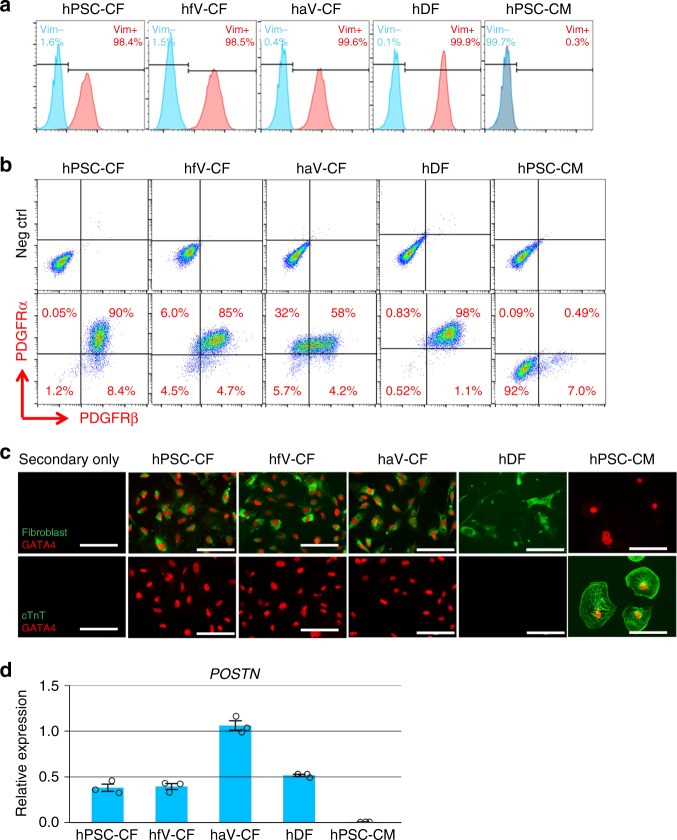
Representative markers expression in CF, DF and hPSC-CM. **a** Histogram plot of flow cytometry analysis for vimentin. **b** Flow cytometry analysis of co-labeling for PDGFRα and PDGFRβ. **c** Immunolabeling by antibodies for fibroblast (clone TE-7), cTnT and GATA4. **d** *POSTN* expression examined by qRT-PCR (*n* = 3 technical replicates). Data are mean ± SEM. Scale bars are 100 μm. All fibroblasts samples used in the measurement are from passages 3 to 7. The hPSCs are DF19-9-11T hiPSCs. The primary hfV-CFs are from Cell Applications, Inc. The haV-CFs are from Lonza, NHCF-V. The hDF line is from skin biopsies from healthy donor

### Gene expression of hPSC-CFs is most similar to primary CFs

To characterize the gene-expression pattern in hPSC-CFs, we performed RNA-seq on hPSC-CFs and compared the total mRNA transcripts with those of haV-CFs, hDFs, hPSC-CMs, and hPSCs. 

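Each group of cells carried the marker transcripts of its own type. The 30 cardiomyocyte markers, among them TNNT2, which encodes cardiac troponin T, summed to 136152 ± 6792 TPM (mean ± SD, n = 2) in hPSC-CMs and to 149 ± 24.0 TPM in hPSC-CFs. The 25 pluripotency genes, such as POU5F1 and NANOG, summed to 11475 ± 69.4 TPM in hPSCs, 188 ± 28.9 TPM in hPSC-CMs and 139.9 ± 25.5 TPM in hPSC-CFs. The 25 general fibroblast genes, which include those of collagen I, periostin and the PDGF receptors, summed to 41489 ± 2455 TPM in hPSC-CFs, 37668 ± 1706 TPM in haV-CFs and 66958 ± 820.2 TPM in hDFs, against 660.4 ± 109 TPM in hPSC-CMs and 932 ± 16.3 TPM in hPSCs.
There were 10 libraries, 2 from each of 5 groups. hPSC-CFs (replicates 1 and 3) were at passage 3 and came from DF19-9-11T iPSCs at passage 46, haV-CFs (replicates 2 and 3) were at passage 4 and hDFs (replicates 1 and 2) at passage 8. hPSC-CMs were collected on day 30 from iPSCs at passages 60 and 70, and are named p60 and p70 here. Their titles end in Lac, which may stand for purification in lactate. The hPSCs (replicates 2 and 3) were at passage 52. Each fibroblast type was grown in a medium of its own, at its own plating density and passage schedule, so these change together with the group. The submitters describe the libraries as biological replicates and the methods speak of duplicates for each sample. The labels give both libraries of a group the same name of line or lot. Between hPSC-CFs, haV-CFs and hDFs, cell type can therefore not be told apart from donor or line. Except for the hPSC-CMs, nothing says that the 2 libraries of a group came from separate cultures. The p-values given with these data thus measure only the spread between these libraries, which may be technical.
The authors prepared polyA libraries, sequenced them as single short reads, aligned the reads with Bowtie to RefSeq transcripts of hg19 and estimated expression with RSEM 1.2.3. The submitters' processing notes give Bowtie 0.12.8, while the methods name a later release. The deposited table holds TPM, transcript abundance scaled to the same total in every library, for 19084 genes. TPM keeps no number of reads, so the depth of each library is unknown. From 11698 to 12899 genes had at least 1 TPM, and the 20 most abundant genes took from 11.7% of the TPM in an hPSC library to 22.5% in an hPSC-CM library. Between the 2 libraries of a group, Pearson's r of log2(TPM + 1) across genes, which are not independent replicates, was 0.987 for hPSC-CFs, 0.992 for haV-CFs, 0.991 for hDFs, 0.982 for hPSC-CMs and 0.990 for hPSCs.
Differences were tested on log2(TPM + 1) with limma over the 14319 genes with at least 1 TPM in at least 2 libraries. All 5 groups shared 1 estimate of the spread, with 5 residual degrees of freedom, and p-values were adjusted by the Benjamini-Hochberg method within each comparison, at a threshold of 0.05. The added 1 TPM makes the fold changes of low genes smaller than the ratios of their TPM, and the medians of gene lists with members listed at 0 depend on it. Whether a zero in such a table is a failed estimate or an absent transcript cannot be told from TPM alone. A gene is therefore called listed at 0, and no fold is given against a group listed at 0. Gene lists fixed before the deposited table was examined were tested with camera, with a correlation between genes preset at 0.01. Some of them, such as those of matrix, adhesion and patterning genes, take up themes that the paper found in these same libraries. Their results are not independent of the paper's. The values of these same libraries in Supplementary Data 1 and 2 may also have been seen when the lists were written. The counts of list members are given over all genes tested and adjusted over the list alone.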

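Of the other groups, haV-CFs lay closest to hPSC-CFs. Over 18989 genes, the mean Euclidean distance on TPM was 19076 ± 2269 (SD over 4 pairs of libraries) between hPSC-CFs and haV-CFs, 25619.8 ± 2061 between hPSC-CFs and hDFs, 32593 between hPSC-CFs and hPSCs and 82244 between hPSC-CFs and hPSC-CMs. The distance between haV-CFs and hDFs was 20889.7 ± 308. The replicates of a group were 10187 apart in hPSC-CFs, 3661 in haV-CFs and 3189.5 in hDFs.
A few abundant transcripts made up much of these distances; they are named because of their share, after their values were seen. TMSB4X, which encodes the actin-binding thymosin beta 4, made 18.6% of the squared distance between the means of hPSC-CFs and haV-CFs, with 10142 ± 765 TPM against 18076 ± 816 TPM (SD, n = 2). ACTB (beta-actin) made 16.7%, with 20139.6 ± 4297 TPM in hPSC-CFs and 12617 ± 698 TPM in haV-CFs. The collagen gene COL1A2 made 22.5% of the squared distance between hPSC-CFs and hDFs and 25.7% of that between haV-CFs and hDFs. THBS1, the gene of the matrix glycoprotein thrombospondin 1, stood at 736 ± 22.9 TPM in hPSC-CFs, 3458 ± 42.8 TPM in haV-CFs and 10674 ± 298 TPM in hDFs, and made 15.6% of the squared distance between hPSC-CFs and hDFs.
On TPM, after the replicates of each group had joined, hPSC-CFs and haV-CFs joined first, at a height of 21067 by complete linkage. The distance from hPSC-CFs to hDFs was 1.34 times that to haV-CFs, and from 1.07 to 1.46 times over the other scales and scalings tried. Which pair of the 3 fibroblast types lay closest depended on 1 library and on the scale. The distance between haV-CFs and hDFs was 1.10 times that between hPSC-CFs and haV-CFs, a ratio added after the values were seen, and 0.993 times without hPSC-CF replicate 1. On log2(TPM + 1), the distances were 127 ± 3.48 between hPSC-CFs and haV-CFs, 142 ± 2.92 between hPSC-CFs and hDFs and 117 ± 0.580 between haV-CFs and hDFs, and the last pair joined first. With 2 libraries in each group, the smallest exact p is 0.333, so no test was made of these distances.

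**Figure D1:**
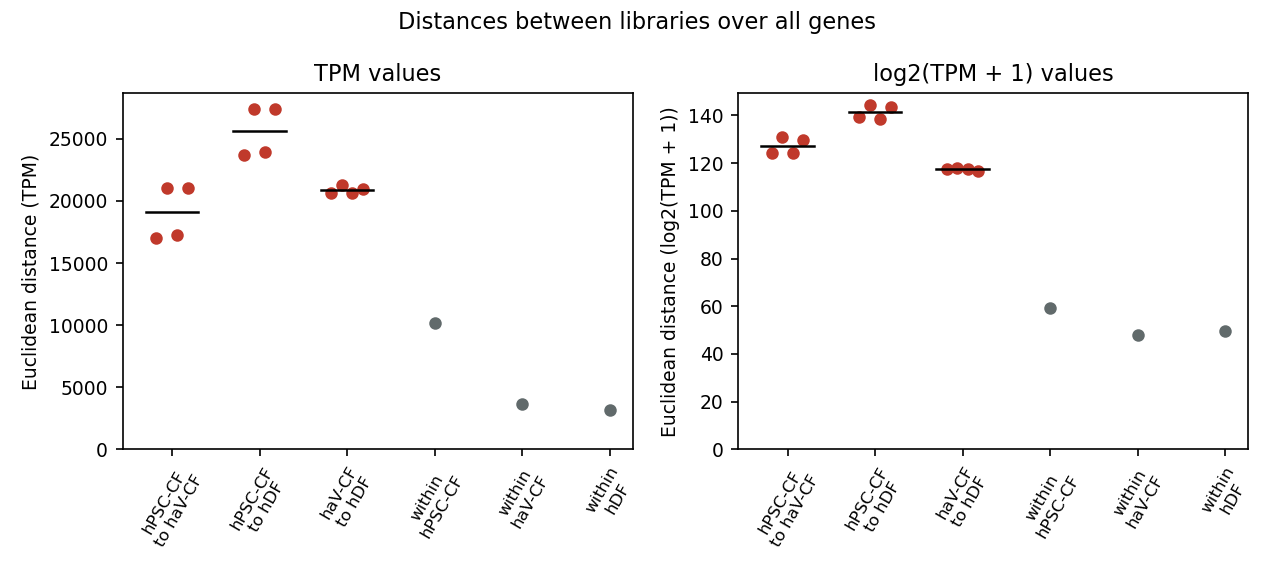
Euclidean distances between pairs of fibroblast libraries over 18989 genes, on TPM and on log2(TPM + 1); each point is a pair of libraries and each bar is the mean of its group of pairs. On TPM the hPSC-CF and haV-CF pairs lie from 17002 to 21067, and on log2(TPM + 1) the haV-CF and hDF pairs have the lowest mean of the pairs between fibroblast types, 117.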

Analysis of gene expression across all the samples showed the greatest similarity in the abundance of overall transcripts (19,084) between hPSC-CFs and primary haV-CFs calculated by Euclidean distance (Fig. 7a). Bioinfomatics analysis using the online tool AmiGO2 for cardiac-related genes (58) demonstrated cardiac factors were enriched in hPSC-CFs, haV-CFs, and hPSC-CMs with hPSC-CFs and haV-CFs showing the greatest similarity (Fig. 7b). For example, *BMP4*, *GATA4*, and *SOX17* were similarly expressed in hPSC-CFs and haV-CFs, but not expressed in hDFs. However, other key cardiac genes showed greater expression in hPSC-CFs compared to haV-CFs, including *HAND2*, *HEY1*, *ISL1*, and *NKX2-5* (Fig. 7b). 

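Regulators of heart development were more abundant in both kinds of cardiac fibroblasts than in hDFs. Of 60 such genes, mostly transcription factors and signaling ligands, 40 reached 1 TPM in hPSC-CFs, 43 in haV-CFs, 33 in hDFs, 44 in hPSC-CMs and 20 in hPSCs. Their summed level was 2491 ± 204 TPM (SD, n = 2) in hPSC-CFs, 1532 ± 44.8 TPM in haV-CFs, 931 ± 23.3 TPM in hDFs, 2557 ± 47.4 TPM in hPSC-CMs and 554 ± 12.9 TPM in hPSCs. This list was set from general knowledge, because the genes of Fig. 7b stand only in a picture.
Of the 55 members tested, 27 were higher and 9 lower in hPSC-CFs than in hDFs (28 and 9 adjusted over the list alone, median log2 fold change 0.83, adjusted p = 0.00364 from camera, and adjusted p = 0.182 with an estimated correlation, from 3.17e-05 to 0.182 over the alternatives). In haV-CFs, 28 were higher and 6 lower than in hDFs (30 and 8 adjusted over the list alone, adjusted p = 4.41e-06 from camera, and adjusted p = 0.0377 with an estimated correlation, from 7.13e-07 to 0.0377 over the alternatives). The list holds the 8 cardiac genes that the paper names from these same libraries, so these results are not independent of its choice. Between hPSC-CFs and haV-CFs the members went both ways, with 18 higher and 19 lower in hPSC-CFs (21 and 20 adjusted over the list alone, adjusted p = 0.996 from camera). FOXF1, a forkhead factor of splanchnic mesoderm, had 185 ± 16.2 TPM in hPSC-CFs and 1.80 ± 0.976 TPM in haV-CFs, a log2 fold change of 6.10 (SE 0.27, adjusted p = 1.70e-07). MEIS1, a homeobox cofactor, had 299 ± 38.3 TPM in hPSC-CFs and 18.1 ± 1.07 TPM in haV-CFs (log2 fold change 3.96, SE 0.17, adjusted p = 1.45e-07). GATA6, a zinc finger factor of heart and endoderm, went the other way, with 0.620 ± 0.0849 TPM in hPSC-CFs and 86.8 ± 10.0 TPM in haV-CFs (log2 fold change -5.76, SE 0.23, adjusted p = 9.67e-08).
Over the 60 genes on log10(TPM + 0.001), the scale of the key in Fig. 7b, the mean distance was 11.3 ± 0.767 (SD over 4 pairs) between hPSC-CFs and haV-CFs, 14.4 ± 1.02 between hPSC-CFs and hDFs and 13.6 ± 0.931 between haV-CFs and hDFs. On log2(TPM + 1) these were 16.8, 18.7 and 16.6, and haV-CFs joined hDFs first, as they did on TPM. The replicates of hPSC-CFs, haV-CFs, hDFs, hPSC-CMs and hPSCs lay 4.68, 4.72, 6.13, 5.46 and 10.3 apart on log10(TPM + 0.001). On log2(TPM + 1) the replicates lay 3.22, 2.71, 2.70, 4.64 and 2.93 apart, far less than the groups.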

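All 3 genes were present in both kinds of cardiac fibroblasts and at or near 0 in hDFs. BMP4, which encodes a bone morphogenetic protein of mesoderm, had 63.2 and 45.0 TPM in hPSC-CF replicates 1 and 3, 30.1 and 30.0 TPM in haV-CF replicates 2 and 3, and was listed at 0 in both hDF libraries. GATA4, a transcription factor needed for heart formation, had 35.3 and 51.8 TPM in hPSC-CFs, 22.8 and 21.3 TPM in haV-CFs and 0.42 and 0 TPM in hDFs. SOX17, an endoderm and endothelial factor, had 16.9 and 32.7 TPM in hPSC-CFs and 58.0 and 69.9 TPM in haV-CFs and was listed at 0 in hDFs.
Against hDFs GATA4 was higher in hPSC-CFs (adjusted p = 2.28e-07 from limma) and in haV-CFs (adjusted p = 1.35e-06). Between hPSC-CFs and haV-CFs, the log2 fold change of BMP4 was 0.81 (SE 0.30, adjusted p = 0.0619), a difference that did not pass the threshold. It passed with a pseudocount of 5 TPM (adjusted p = 0.00817, with a range of 0.00817 to 0.277 over the alternatives). GATA4 was higher in hPSC-CFs, with a log2 fold change of 0.93 (SE 0.27, adjusted p = 0.0227). SOX17 was lower in hPSC-CFs, with -1.40 (SE 0.31, adjusted p = 0.00574).
The calls of GATA4 and SOX17 between the cardiac fibroblasts are fragile. That of GATA4 ended without hPSC-CF replicate 3 (adjusted p = 0.168), without haV-CF replicate 2 (0.0834) without haV-CF replicate 3 (0.111), with a pseudocount of 0.1 TPM (0.379), with a replicate block (0.0934) and with only the 4 libraries compared (0.0508), in a range of 0.00560 to 0.379 over the alternatives, and that of SOX17 ended without haV-CF replicate 3 (0.0505) and with a pseudocount of 0.1 TPM (0.0647), in a range of 0.00140 to 0.0647.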

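All 4 genes were higher in hPSC-CFs than in haV-CFs. HEY1, a target of Notch signaling, had 348 ± 38.9 TPM (SD, n = 2) in hPSC-CFs and 11.2 ± 4.30 TPM in haV-CFs, a log2 fold change of 4.88 (SE 0.29, adjusted p = 9.83e-07). HAND2, a basic helix-loop-helix factor of the second heart field, had 106 ± 9.16 TPM in hPSC-CFs and 16.4 ± 2.69 TPM in haV-CFs (log2 fold change 2.62, SE 0.29, adjusted p = 8.06e-05). ISL1, a marker of second heart field progenitors, had 12.9 and 8.88 TPM in the hPSC-CF libraries and 0 and 0.15 TPM in the haV-CF libraries (log2 fold change 3.45, SE 0.39, adjusted p = 8.79e-05). NKX2-5, a homeobox factor of cardiac progenitors and cardiomyocytes, had 5.71 and 8.11 TPM in hPSC-CFs and was listed at 0 in both haV-CF libraries (adjusted p = 1.40e-05 from limma).
In hPSC-CMs, NKX2-5 stood at 150.3 ± 3.94 TPM, HAND2 at 110.1 ± 27.4 TPM and HEY1 at 71.3 ± 17.4 TPM. Of 19 genes of the second heart field tested, 8 were higher and 6 lower in hPSC-CFs than in haV-CFs, with the same counts adjusted over the list alone (median log2 fold change 0.50, adjusted p = 0.541 from camera); ISL1, HAND2 and NKX2-5 among them are genes that the paper names from these libraries. Among the lower members was FOXC2, a forkhead factor, with 2.65 ± 1.07 TPM in hPSC-CFs and 20.8 ± 0.233 TPM in haV-CFs (log2 fold change -2.61, SE 0.32, adjusted p = 0.000158). Its call ended with a pseudocount of 0.1 TPM (adjusted p = 0.0502, the highest over the alternatives, from 2.69e-06). Of 7 genes of the first heart field tested, none was higher and 3 were lower in hPSC-CFs, with the same counts adjusted over the list alone (adjusted p = 0.0254 from camera, and adjusted p = 0.255 with an estimated correlation, from 0.000956 to 0.255 over the alternatives). Without hPSC-CF replicate 1 the adjusted p of that list was 0.0674. The 3 lower members were TBX5, TBX20, which the paper also names, and GATA5, all of them transcription factors of the early heart. TBX5 had 0.555 ± 0.601 TPM in hPSC-CFs and 3.15 ± 0.417 TPM in haV-CFs (log2 fold change -1.47, SE 0.29, adjusted p = 0.00352).

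**Figure D2:**
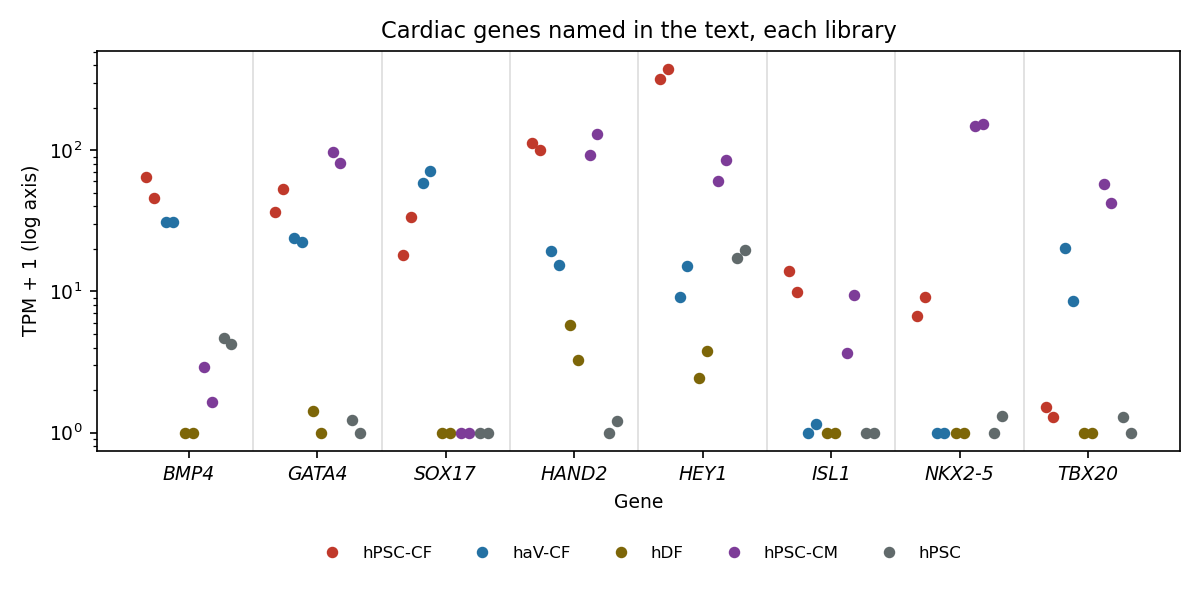
TPM + 1, on a log axis, of the 8 cardiac genes that the paper names for these libraries, in each of the 10 libraries; each point is 1 library. HEY1, HAND2, ISL1 and NKX2-5 lie higher in hPSC-CFs than in haV-CFs, and NKX2-5 is listed at 0 in both haV-CF libraries.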

We also analyzed the ECM-related gene expression in all samples given the role of ECM production in fibroblast biology. High expression of collagens (*COL1A1*, *COL1A2*, *COL3A1*, *COL5A1*, *COL5A2*, *COL6A1*, *COL6A2*, *COL6A3*, *COL8A1*, and *COL12A1*), fibronectin (*FN1*), the matrix metalloproteinases 1, 2, and 14 (*MMP1*, *MMP2*, and *MMP14*), and tissue inhibitor of metalloproteinases 1, 2, and 3 (*TIMP1*, *TIMP2*, and *TIMP3*) were seen in all fibroblasts (Fig. 7c). However, some of the genes, including *COL4A1*, *COL4A2*, *COL4A5*, and *COL18A1* were more highly expressed in hPSC-CFs and haV-CFs than hDFs, and *MMP3* was expressed only in hDFs. 

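The 17 named genes were abundant in all 3 fibroblast types and low in the other cells. Their summed level was 40515 ± 2854 TPM (SD, n = 2) in hPSC-CFs, 32074 ± 1484 TPM in haV-CFs and 56693 ± 721 TPM in hDFs, against 883 ± 220.1 TPM in hPSC-CMs and 459 ± 2.11 TPM in hPSCs. At a mean of at least 100 TPM were 16 of the 17 in hPSC-CFs, all 17 in haV-CFs and in hDFs, 2 in hPSC-CMs and none in hPSCs. The exception in hPSC-CFs was COL8A1, a short-chain collagen, with 80.6 ± 42.0 TPM there, 158 ± 23.2 TPM in haV-CFs and 535 ± 28.4 TPM in hDFs. COL1A1, a chain of collagen I, stood at 11219.9 ± 688 TPM in hPSC-CFs, 7921 ± 142 TPM in haV-CFs and 15017 ± 16.5 TPM in hDFs.
Levels still differed between the fibroblasts. In hPSC-CFs, 8 of the 17 were higher and 3 lower than in haV-CFs, and 2 were higher and 8 lower than in hDFs. The paper chose these genes on the same libraries, so the counts are not independent evidence. COL12A1, a collagen that associates with fibrils, had 775 ± 43.2 TPM in hPSC-CFs and 134 ± 22.2 TPM in haV-CFs, a log2 fold change of 2.53 (SE 0.27, adjusted p = 6.14e-05). COL5A1, a chain of collagen V, had 2502 ± 62.6 and 667 ± 16.2 TPM (log2 fold change 1.91, SE 0.18, adjusted p = 2.51e-05). MMP1, the interstitial collagenase, had 208 ± 10.5 TPM in hPSC-CFs and 2236 ± 97.7 TPM in haV-CFs (log2 fold change -3.42, SE 0.21, adjusted p = 1.36e-06). TIMP3, an inhibitor of metalloproteinases bound to the matrix, had 122 ± 6.48 TPM in hPSC-CFs, 308 ± 9.69 TPM in haV-CFs and 603 ± 44.1 TPM in hDFs (log2 fold change -1.33, SE 0.19, adjusted p = 0.000413 against haV-CFs and -2.30, SE 0.19, adjusted p = 6.74e-06 against hDFs). FN1, which encodes fibronectin, did not differ detectably between hPSC-CFs and haV-CFs (log2 fold change -0.09, SE 0.23, adjusted p = 0.815). Of the 19 metalloproteinase and TIMP genes tested, 2 were higher and 4 lower in hPSC-CFs than in haV-CFs (2 and 5 adjusted over the list alone, adjusted p = 0.349 from camera).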

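The basement membrane collagens COL4A1, COL4A2, COL4A5 and COL18A1 were higher in both kinds of cardiac fibroblasts than in hDFs. COL4A1 had 2061 ± 657 TPM (SD, n = 2) in hPSC-CFs, 1415 ± 250.4 TPM in haV-CFs and 155 ± 12.1 TPM in hDFs, log2 fold changes over hDFs of 3.69 (SE 0.25, adjusted p = 1.34e-06) and 3.17 (SE 0.25, adjusted p = 6.21e-06). COL4A2 had 1525 ± 518, 1079.6 ± 99.6 and 202 ± 12.7 TPM in hPSC-CFs, haV-CFs and hDFs (log2 fold change 2.87, SE 0.22, adjusted p = 4.70e-06 and 2.41, SE 0.22, adjusted p = 2.35e-05). COL4A5 had 168 ± 6.65 TPM in hPSC-CFs, 16.2 ± 1.59 TPM in haV-CFs and 4.32 ± 1.28 TPM in hDFs (log2 fold change 5.01, SE 0.23, adjusted p = 1.03e-07 and 1.71, SE 0.23, adjusted p = 0.000294). COL18A1, the precursor of endostatin, had 255 ± 56.4 TPM in hPSC-CFs, 76.1 ± 3.20 TPM in haV-CFs, 12.6 ± 1.57 TPM in hDFs and 299 ± 21.6 TPM in hPSC-CMs (log2 fold change 4.22, SE 0.17, adjusted p = 4.39e-08 and 2.51, SE 0.17, adjusted p = 2.18e-06 over hDFs). MMP3, which encodes stromelysin 1, had 183 and 183 TPM in the hDF libraries and was listed at 0 in the other 8 libraries.
Between the cardiac fibroblasts, COL4A5 and COL18A1 were higher in hPSC-CFs, by 3.29 (SE 0.23, adjusted p = 2.47e-06) and 1.71 (SE 0.17, adjusted p = 3.27e-05). COL4A1 (log2 fold change 0.52, SE 0.25, adjusted p = 0.139) and COL4A2 (log2 fold change 0.46, SE 0.22, adjusted p = 0.151) did not pass the threshold. Both passed without hPSC-CF replicate 3, COL4A1 at an adjusted p of 0.0403 and COL4A2 at 0.0192, the lowest of 0.0192 to 0.752 over its alternatives, and COL4A1 also passed with quantile normalization (0.0264, in a range up to 0.633).
Over the 26 basement membrane genes tested, 12 were higher and 4 lower in haV-CFs than in hDFs (12 and 5 adjusted over the list alone, adjusted p = 0.0113 from camera, and adjusted p = 0.581 with an estimated correlation, from 0.00452 to 0.581 over the alternatives), and 12 were higher and 6 lower in hPSC-CFs than in hDFs (13 and 7, adjusted p = 0.15 from camera). The list holds the 4 collagens above, which the paper chose on these libraries. Between hPSC-CFs and haV-CFs, 8 were higher and 6 lower (9 and 6, adjusted p = 0.372). COL4A6, a further chain of collagen IV, had 55.3 ± 8.10 TPM in hPSC-CFs and 0.495 ± 0.177 TPM in haV-CFs (log2 fold change 5.23, SE 0.22, adjusted p = 1.16e-07), whereas NTN4, a laminin-related netrin, had 3.38 ± 1.08 and 179 ± 11.4 TPM (log2 fold change -5.38, SE 0.32, adjusted p = 1.03e-06).

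**Figure D3:**
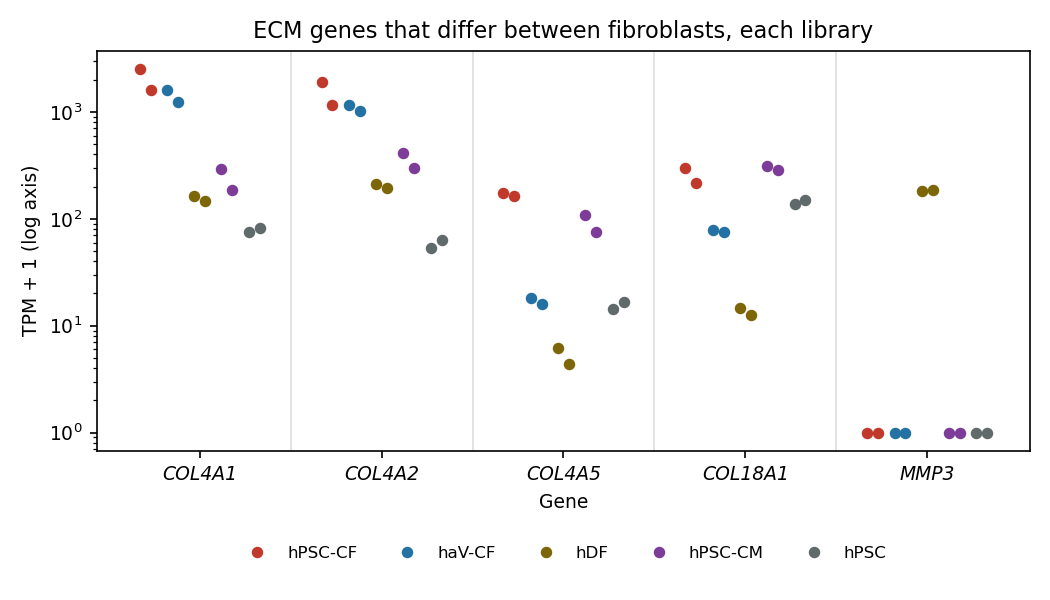
TPM + 1, on a log axis, of COL4A1, COL4A2, COL4A5, COL18A1 and MMP3 in each of the 10 libraries; each point is 1 library. The 4 collagens lie higher in hPSC-CFs and haV-CFs than in hDFs, and MMP3 lies above 0 in the 2 hDF libraries only.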

Cluster analysis for the overall ECM-related gene expression again demonstrated hPSC-CFs and haV-CFs were the most closely related cell populations studied (Fig. 7c).

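Genes of the extracellular matrix set the fibroblasts apart from the other cells, and over them hPSC-CFs lay closer to haV-CFs than to hDFs. The 102 matrix genes of the table, that is collagens, laminins, metalloproteinases and their inhibitors, fibulins, fibrillins and related glycoproteins, summed to 48763 ± 4271 TPM (SD, n = 2) in hPSC-CFs, 37591 ± 2036 TPM in haV-CFs, 62910.1 ± 909 TPM in hDFs, 3757 ± 638 TPM in hPSC-CMs and 1500.0 ± 46.6 TPM in hPSCs. Of the 82 tested, 24 were higher and 15 lower in hPSC-CFs than in haV-CFs (24 and 17 adjusted over the list alone, adjusted p = 0.427 from camera). Against hDFs, 24 were higher and 26 lower in hPSC-CFs (24 and 30, adjusted p = 0.189), and 19 were higher and 26 lower in haV-CFs (21 and 27, adjusted p = 0.0697). COL15A1, a collagen next to basement membranes, had 53.4 ± 3.46 TPM in hPSC-CFs and 1.01 ± 0.0990 TPM in haV-CFs, a log2 fold change of 4.76 (SE 0.25, adjusted p = 4.10e-07). COL11A1, a minor fibrillar collagen, had 5.43 ± 0.0495 TPM in haV-CFs and 959.7 ± 63.5 TPM in hDFs (log2 fold change -7.22, SE 0.23, adjusted p = 3.40e-08).
This list, chosen by gene symbol, stands in for the genes of Fig. 7c, which are given in a picture. On log10(TPM + 0.001) the distance was 11.4 ± 0.315 (SD over 4 pairs) between hPSC-CFs and haV-CFs, 15.3 ± 0.294 between hPSC-CFs and hDFs and 13.4 ± 0.467 between haV-CFs and hDFs. Of the groups, hPSC-CFs and haV-CFs joined first on this scale with both linkages tried. On TPM hPSCs and hPSC-CMs joined first, and hPSC-CFs and haV-CFs joined next, before hDFs, with both linkages. On log2(TPM + 1) the distances of the first and last pair were 17.3 and 17.4, and complete linkage joined haV-CFs and hDFs first, whereas average linkage joined hPSC-CFs and haV-CFs first.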

**Fig. 7:**
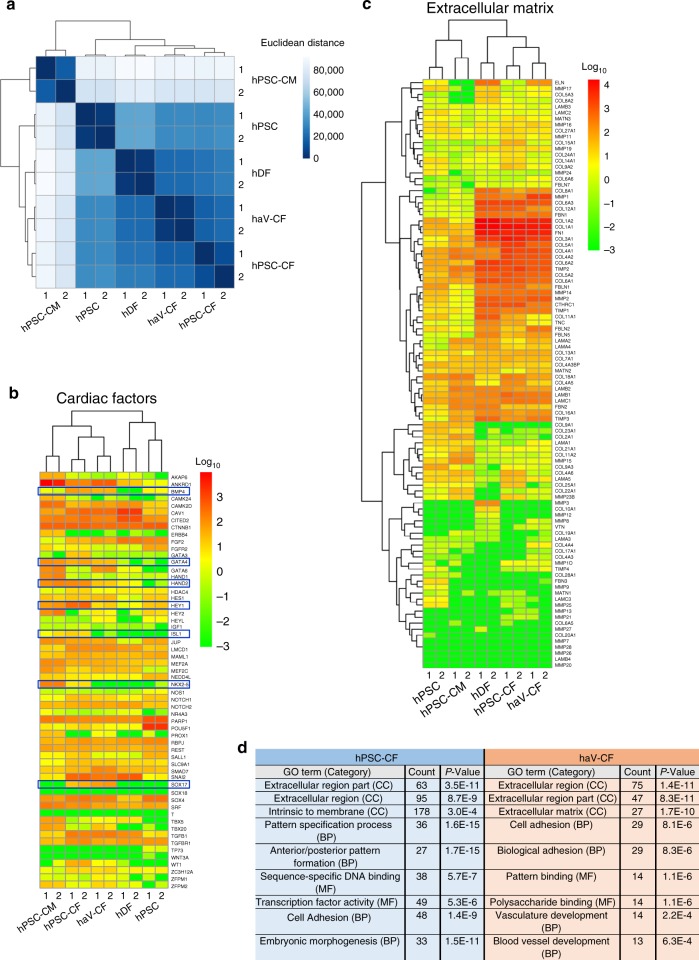
Gene expression by RNA-seq in CF compared to DF, hPSC-CM, and hPSC. **a** Dendrogram showing the similarity in the abundance of overall transcripts (19,084 genes) across samples of hPSC-CF, haV-CF, hDF, hPSC-CM, and hPSC that was calculated by Euclidean distance. **b** Heatmap of cardiac factors (58 genes) expression across samples of hPSC-CF, haV-CF, hDF, hPSC-CM, and hPSC organized by unsupervised cluster analysis. **c** Heatmap of extracellular matrix related gene expression (98 genes) across samples of hPSC-CF, haV-CF, hDF, hPSC-CM, and hPSC presented by unsupervised cluster analysis. **d** Gene ontology (GO) analysis using the functional annotation tool (DAVID Bioinformatics Resources 6.7, NIAID/NIH) for the differentially expressed genes in hPSC-CF and haV-CF (Supplementary Data 1 and 2) with calculated *p* values shown. The hPSC line used for RNA-seq are DF19-9-11T hiPSCs. The haV-CFs are from Lonza, NHCF-V, and hDFs are from 020a line. The TPM values from the RNA-seq were used for the analysis

To compare the hPSC-CFs and haV-CFs in more detail, we performed gene ontology (GO) analysis using the online Functional Annotation Tool (DAVID Bioinformatics Resources 6.7, NIAID/NIH) for the differentially expressed genes (Fig. 7d, Supplementary Data 1 and 2). 

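hPSC-CFs and haV-CFs differed in the expression of 4525 of the 14319 genes tested, 2581 higher and 1944 lower in hPSC-CFs, while 9794 did not pass the threshold. After median-of-ratios scaling, which moved the median log2 fold change of all genes from 0.061 to 0, 2176 were higher and 2281 lower, and with quantile normalization 2210 were higher and 2235 lower. Of the genes past the threshold on the values as deposited, 432 were at least 4-fold higher and 352 at least 4-fold lower on the log2(TPM + 1) scale. Among the largest increases were COLEC10, which encodes a collectin (249 ± 46.6 TPM, SD, n = 2, in hPSC-CFs and 0.255 ± 0.0212 TPM in haV-CFs, log2 fold change 7.63, SE 0.35, adjusted p = 2.10e-07), PKIB, an inhibitor of protein kinase A (log2 fold change 6.27, SE 0.26, adjusted p = 1.18e-07), and PDPN, the gene of the membrane glycoprotein podoplanin (182 ± 16.9 and 1.44 ± 0.120 TPM, log2 fold change 6.23, SE 0.20, adjusted p = 4.41e-08). SULT1C4, a sulfotransferase, had 88.4 and 63.5 TPM in hPSC-CFs and was listed at 0 in haV-CFs.
Among the largest decreases were KRT7, a keratin of simple epithelia (3.04 ± 0.332 TPM in hPSC-CFs and 1307 ± 27.7 TPM in haV-CFs, log2 fold change -8.34, SE 0.68, adjusted p = 1.31e-05), the small heat shock protein CRYAB (0 and 0.59 TPM in the hPSC-CF libraries and 122 and 154 TPM in the haV-CF libraries), and the Wnt antagonists SFRP4 (log2 fold change -7.92, SE 0.40, adjusted p = 3.89e-07) and SOST (0.395 ± 0.318 and 211 ± 6.68 TPM, log2 fold change -7.26, SE 0.27, adjusted p = 7.91e-08). IL6, an inflammatory cytokine, had 2.43 and 0 TPM in hPSC-CFs and 132 and 114 TPM in haV-CFs (log2 fold change -6.06, SE 0.49, adjusted p = 7.45e-06). GPNMB, a membrane glycoprotein, had 2.82 ± 1.54 and 221 ± 3.20 TPM (log2 fold change -5.92, SE 0.37, adjusted p = 1.25e-06), and BACE2, an aspartyl protease, had 68.9 and 55.1 TPM in haV-CFs and was listed at 0 in hPSC-CFs.
The number of calls depended on single libraries. Without haV-CF replicate 3 the higher genes numbered 1579, and without haV-CF replicate 2 the lower genes numbered 1178.
Supplementary Data 1 and 2 list the genes that differ at least 8-fold, 475 higher in hPSC-CFs and 317 higher in haV-CFs by the paper's count. Their values matched the deposited TPM to within 0.011 for every gene. A ratio of mean TPM of at least 8 with at least 1 TPM in the higher group, a minimum inferred from those tables, gave 548 and 364 genes, of which 471 and 316 were the paper's. In the limma test, 420 of the 452 tested genes of Supplementary Data 1 were higher in hPSC-CFs, 282 of the 299 tested genes of Supplementary Data 2 were lower, and none of either was called the other way; the paper chose these genes on the same libraries, so their direction was set beforehand and is not independent evidence. The GO terms of Fig. 7d were not tested again, and gene lists on the same themes stand in their place.

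**Figure D4:**
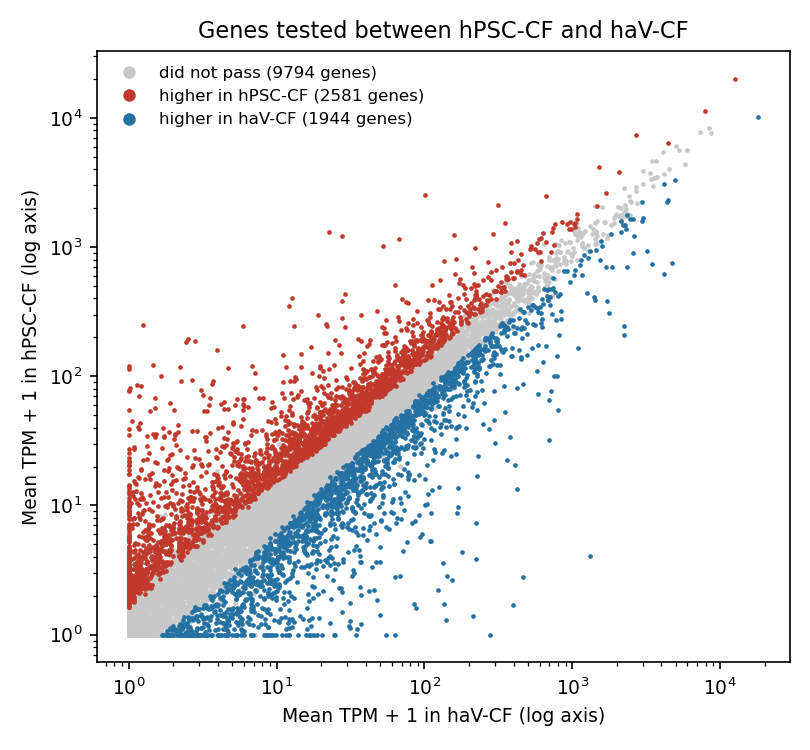
Mean TPM + 1 of each tested gene in hPSC-CFs and in haV-CFs, on log axes; each point is a gene, colored by whether it was higher in hPSC-CFs (2581), lower (1944) or did not pass the test (9794) at an adjusted p of 0.05 from limma. Genes far above and below the diagonal include COLEC10 and KRT7.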

Genes classified as extracellular region or extracellular region part are highly enriched in both hPSC-CFs and haV-CFs. 

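Secreted and matrix genes differed in both directions. Of 37 collagen genes tested, 16 were higher and 3 lower in hPSC-CFs than in haV-CFs (16 and 4 adjusted over the list alone, median log2 fold change 0.53, adjusted p = 0.00341 from camera, and adjusted p = 0.512 with an estimated correlation, from 0.000129 to 0.512 over the alternatives). COL25A1, a transmembrane collagen, had 27.2 ± 1.83 TPM (SD, n = 2) in hPSC-CFs and 0 and 0.16 TPM in haV-CFs (log2 fold change 4.71, SE 0.24, adjusted p = 3.67e-07).
More elastic fiber genes and small proteoglycans were lower than higher in hPSC-CFs. Of 24 elastic fiber genes, 6 were higher and 9 lower, with the same counts adjusted over the list alone (adjusted p = 0.0246 from camera, and adjusted p = 0.259 with an estimated correlation, from 0.000268 to 0.259 over the alternatives). ELN, which encodes elastin, had 0.740 ± 0.537 TPM in hPSC-CFs, 134 ± 10.5 TPM in haV-CFs and 462 ± 3.01 TPM in hDFs, a log2 fold change of -6.32 (SE 0.26, adjusted p = 1.16e-07) from haV-CFs to hPSC-CFs. FBLN2 (fibulin 2) had 21.6 ± 0.742 and 363 ± 6.41 TPM in hPSC-CFs and haV-CFs (log2 fold change -4.01, SE 0.26, adjusted p = 1.50e-06), whereas MFAP4, another protein of microfibrils, was higher in hPSC-CFs (238 ± 60.7 and 28.2 ± 1.40 TPM, log2 fold change 3.01, SE 0.42, adjusted p = 0.000394). Of 10 small leucine-rich proteoglycans, 2 were higher and 5 lower, again with the same counts adjusted over the list alone (adjusted p = 0.0419 from camera, and adjusted p = 0.227 with an estimated correlation, from 0.000247 to 0.227 over the alternatives), although the 14 such genes of the table summed to 2404 ± 529.6 TPM in hPSC-CFs and 1545 ± 42.1 TPM in haV-CFs. DCN (decorin) had 32.7 ± 3.87 TPM in hPSC-CFs and 380.4 ± 6.53 TPM in haV-CFs (log2 fold change -3.50, SE 0.42, adjusted p = 0.000147), and LUM (lumican) went the other way, with 2131 ± 512 and 316 ± 30.7 TPM (log2 fold change 2.73, SE 0.40, adjusted p = 0.000529). The call of the proteoglycans ended without hPSC-CF replicate 1 (adjusted p = 0.0819).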

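Adhesion genes moved in both directions between hPSC-CFs and haV-CFs. Of 20 integrin and integrin-related genes tested, most of which encode receptors for the extracellular matrix, 3 were higher and 8 lower in hPSC-CFs, with the same counts adjusted over the list alone (median log2 fold change -0.32, adjusted p = 0.0495 from camera, and adjusted p = 0.459 with an estimated correlation, from 0.00346 to 0.459 over the alternatives). ITGA4, the alpha 4 chain, had 14.9 ± 0.170 TPM (SD, n = 2) in hPSC-CFs and 100.2 ± 14.5 TPM in haV-CFs (log2 fold change -2.66, SE 0.30, adjusted p = 9.25e-05), ITGBL1, an integrin-related secreted protein, had 2.58 ± 0.156 and 133 ± 18.9 TPM (log2 fold change -5.22, SE 0.21, adjusted p = 1.10e-07), and ITGA6, a laminin receptor chain, was higher in hPSC-CFs (70.3 ± 10.2 and 20.9 ± 1.68 TPM, log2 fold change 1.70, SE 0.16, adjusted p = 2.89e-05). The call of the integrin list ended without hPSC-CF replicate 1 (adjusted p = 0.0733), without hPSC-CF replicate 3 (0.0840) and without haV-CF replicate 2 (0.0794).
Of 22 cadherin and desmosome genes, which serve contacts between cells, 5 were higher and 7 lower in hPSC-CFs (7 and 7 adjusted over the list alone, adjusted p = 0.892 from camera). Camera's direction was down, whereas the median (0.06) and the mean (0.36) log2 fold change were above 0. The desmosomal cadherin DSG2 had 53.1 ± 9.83 TPM in hPSC-CFs and 0.385 ± 0.0354 TPM in haV-CFs (log2 fold change 5.28, SE 0.22, adjusted p = 1.16e-07), and DSC3 had 33.2 ± 5.17 and 0.325 ± 0.0212 TPM (log2 fold change 4.68, SE 0.31, adjusted p = 2.20e-06). CDH6, a classical cadherin, was lower in hPSC-CFs (10.2 ± 2.09 and 60.6 ± 7.39 TPM, log2 fold change -2.47, SE 0.25, adjusted p = 4.17e-05). Of 49 protocadherins, 18 were higher and 10 lower (18 and 11 adjusted over the list alone, adjusted p = 0.391). PCDHB2 (log2 fold change 4.32, SE 0.27, adjusted p = 1.36e-06) was higher and PCDH10 (log2 fold change -3.65, SE 0.27, adjusted p = 3.97e-06) lower, and the clustered members, PCDHB2 among them, are similar enough that they may share reads.
Of 30 adhesion molecules of the immunoglobulin superfamily, 9 were higher and 6 lower (11 and 6 adjusted over the list alone, adjusted p = 0.647). The median log2 fold change of this list was -0.03 and its mean 0.21, the direction of camera. NCAM1 (39.1 ± 7.05 and 0.695 ± 0.0212 TPM, log2 fold change 4.55, SE 0.20, adjusted p = 1.60e-07) and VCAM1 (106 ± 14.6 and 6.12 ± 0.933 TPM, log2 fold change 3.91, SE 0.26, adjusted p = 2.33e-06) were higher in hPSC-CFs, and NCAM2 had 16.2 and 13.5 TPM in haV-CFs and was listed at 0 in hPSC-CFs.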

Genes involved in membrane proteins are enriched in hPSC-CFs, whereas genes involved in cell–cell and cell–ECM attachment are enriched in haV-CFs. Interestingly, genes involved in pattern specification process, anterior/posterior pattern formation, and embryonic morphogenesis are enriched in hPSC-CFs consistent with the hPSC-CFs being more embryonic in phenotype (Fig. 7d).

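HOX genes, the homeobox factors that set position along the body axis, were expressed in hPSC-CFs and nearly absent from haV-CFs. Of 29 HOX genes tested, 27 were higher and none lower in hPSC-CFs, with the same counts adjusted over the list alone (adjusted p = 3.84e-19 from camera and 0.00710 with an estimated correlation). Their median log2 fold change was 3.30, which for members listed at 0 in haV-CFs depends on the added 1 TPM. Summed over all 39 HOX genes of the table, the level was 712 and 804 TPM in the hPSC-CF libraries and 11.7 and 12.6 TPM in the haV-CF libraries. HOXB6 had 127 and 109.9 TPM and HOXB9 65.8 and 88.5 TPM in hPSC-CFs, and both were listed at 0 in haV-CFs. HOXB7 had 120.1 and 122 TPM in hPSC-CFs and 0 and 0.9 TPM in haV-CFs.
All 3 parts of the clusters were higher in hPSC-CFs. Of the paralog groups 1 to 4, 9 of 10 tested genes were higher (adjusted p = 1.91e-05 from camera, and adjusted p = 0.167 with an estimated correlation, from 8.51e-06 to 0.167 over the alternatives). Of groups 5 to 8, 9 of 10 were higher (adjusted p = 6.06e-10), and of groups 9 to 13, 9 of 9 (adjusted p = 2.92e-09). No member of the 3 parts was lower, and the counts adjusted over the list alone were the same. HOXB2 had 58.1 ± 16.6 TPM (SD, n = 2) in hPSC-CFs and 5.01 ± 0.587 TPM in haV-CFs (log2 fold change 3.27, SE 0.36, adjusted p = 8.14e-05). HOXA10 had 25.2 and 27.2 TPM in hPSC-CFs, 0 and 0.16 TPM in haV-CFs and 55.0 and 62.2 TPM in hDFs.
hDFs expressed HOX genes too, with 657 and 629 TPM in all. Against hDFs, 13 of the 29 were higher and 10 lower in hPSC-CFs (13 and 11 adjusted over the list alone, adjusted p = 0.946 from camera), and in haV-CFs none was higher and 24 were lower than in hDFs (25 adjusted over the list alone, adjusted p = 3.99e-23, and 0.00450 with an estimated correlation). HOXC8 had 20.7 ± 0.290 TPM in hPSC-CFs and 129 ± 14.0 TPM in hDFs, and HOXB9 was listed at 0 in hDFs. Summed HOX expression was 11.8 and 12.1 TPM in hPSC-CMs and 0.77 and 1.49 TPM in hPSCs. HOX genes of 1 paralog group are similar and may share reads.
Of 67 other patterning genes, 30 were higher and 14 lower in hPSC-CFs than in haV-CFs (31 and 15 adjusted over the list alone, median log2 fold change 0.65, adjusted p = 0.0219 from camera, and adjusted p = 0.227 with an estimated correlation, from 5.14e-05 to 0.227 over the alternatives). WNT5A, a ligand of the noncanonical Wnt pathway, had 1207 ± 55.5 TPM in hPSC-CFs and 26.8 ± 4.74 TPM in haV-CFs (log2 fold change 5.45, SE 0.15, adjusted p = 1.62e-08). RSPO3, an activator of Wnt signaling, had 23.7 and 20.6 TPM and LEF1, a nuclear effector of Wnt signaling, 17.2 and 22.2 TPM in hPSC-CFs, and both were listed at 0 in haV-CFs.

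**Figure D5:**
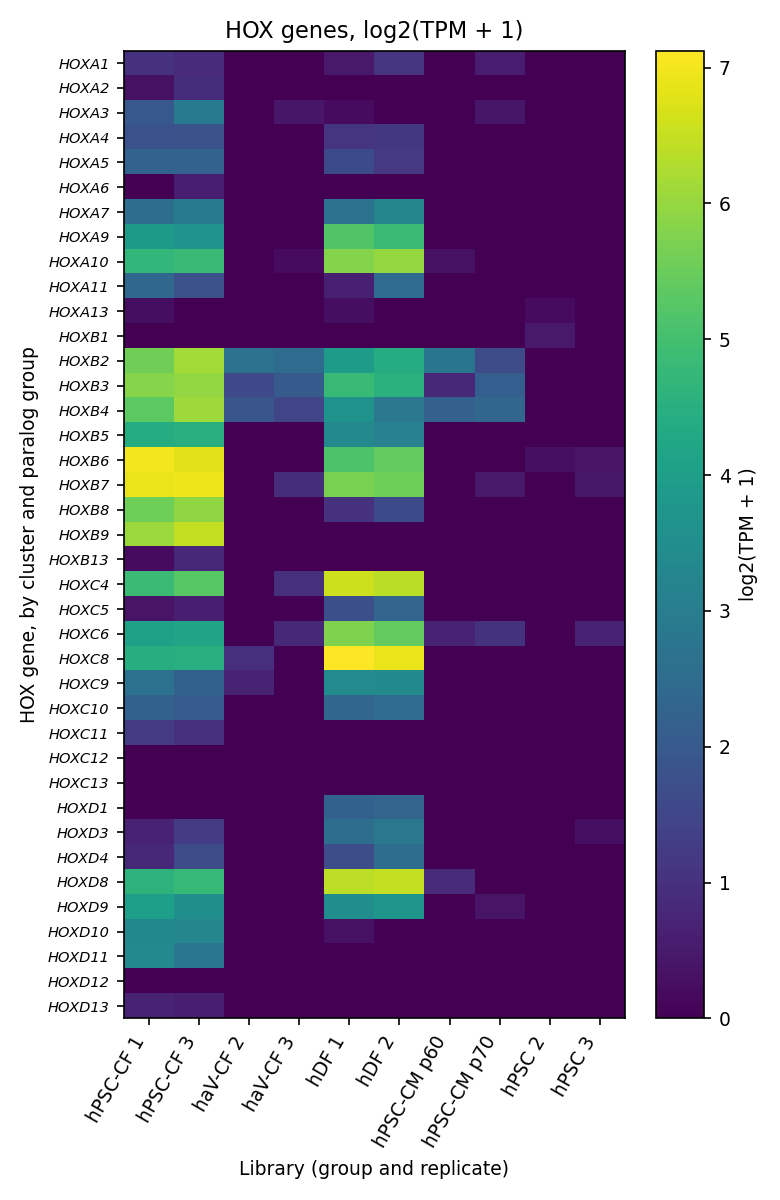
Expression of the 39 HOX genes of the table in each of the 10 libraries as log2(TPM + 1), with genes in rows by cluster and number, libraries in columns and color giving the value. The hPSC-CF and hDF columns hold most of the signal, and 27 of the genes have a mean of at least 1 TPM in hPSC-CFs, 3 in haV-CFs and 24 in hDFs.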

To further examine the identity of hPSC-CFs, we compared our RNA-seq data with a recent publication which performed RNA-seq for gene-expression analysis of primary human fetal and adult CFs^47^. Unsupervised cluster analysis of ten representative genes differentially expressed in human fetal and adult CFs identified by Jonsson et al.^47^, demonstrated that hPSC-CF cluster most closely with hfV-CFs relative to the haV-CFs (Supplementary Fig. 15a). Furthermore, unsupervised cluster analysis of the cardiac factors (58 genes) showed the most similarity between the two haV-CFs, then grouped with the hfV-CFs and hPSC-CFs subsequently. The key cardiac factors expressed in hPSC-CFs that we identified above including *BMP4*, *GATA4*, *SOX17*, *HAND2*, *HEY1*, *ISL1*, and *NKX2-5* (Fig. 7b) are all expressed in hfV-CFs. Furthermore, *HEY1*, *ISL1*, and *NKX2-5* showed higher expression in hfV-CFs than in haV-CFs in the Jonsson et al. study^47^, similar to the expression pattern in hPSC-CFs relative to haV-CFs in our data, consistent with a more embryonic phenotype of the hPSC-CFs (Supplementary Fig. 15b, Data 1). Interestingly, the transcription factor TBX20 has been identified in adult mouse and human CFs as a key marker^5^, but TBX20 is expressed to significantly lower level in fetal human CFs^47^. Our data also showed TBX20 expression is significantly lower in hPSC-CFs (Supplementary Data 2), consistent with a more embryonic phenotype of the hPSC-CFs. 

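TBX20, a T-box transcription factor of the heart, was lower in hPSC-CFs than in haV-CFs. It had 0.52 and 0.29 TPM in hPSC-CF replicates 1 and 3, against 19.4 and 7.48 TPM in haV-CF replicates 2 and 3, a log2 fold change on the log2(TPM + 1) scale of -3.23 (SE 0.38, adjusted p = 0.000122). The 2 haV-CF libraries differed from each other by more than 2-fold, and both lay above both hPSC-CF libraries. hPSC-CMs had 49.2 ± 10.8 TPM (SD, n = 2), hPSCs 0.29 and 0 TPM, and TBX20 was listed at 0 in both hDF libraries. On the ratio of mean TPM, which Supplementary Data 2 uses, TBX20 was higher in haV-CFs by 5.05 on the log2 scale, the value that the paper's table also holds. The call held under every alternative tried.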

ECM gene expression was similar across all the samples (Supplementary Fig. 15c). In summary, these gene-expression data demonstrate hPSC-CFs are most closely related to human native CFs relative to the other cell types studied, and the gene expression pattern is consistent with the hPSC-CFs having a more embryonic CF phenotype.

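Most genes of fetal growth were higher in hPSC-CFs than in haV-CFs, and most genes of resident fibroblasts of adult tissue were lower. Of 19 fetal growth genes tested, 13 were higher and none lower, with the same counts adjusted over the list alone (median log2 fold change 1.38, adjusted p = 1.98e-06 from camera, and adjusted p = 0.162 with an estimated correlation, from 7.98e-07 to 0.162 over the alternatives). The insulin-like growth factor IGF2 had 1144 ± 219 TPM (SD, n = 2) in hPSC-CFs and 66.2 ± 10.1 TPM in haV-CFs (log2 fold change 4.08, SE 0.21, adjusted p = 4.09e-07). HMGA2, a chromatin protein of embryonic tissue, had 378 ± 106 and 26.7 ± 4.99 TPM (log2 fold change 3.76, SE 0.37, adjusted p = 3.35e-05), and IGF2BP1, an RNA-binding protein of fetal tissue, had 62.1 ± 8.80 and 3.44 ± 0.346 TPM (log2 fold change 3.82, SE 0.20, adjusted p = 4.10e-07). LIN28B, a repressor of let-7 maturation, had 13.6 and 13.9 TPM in hPSC-CFs and 0.25 and 0 TPM in haV-CFs. Over all 20 genes of the list the median level was 51.7 TPM in hPSC-CFs, 4.8 TPM in haV-CFs and 2.5 TPM in hDFs. In undifferentiated hPSCs it was 68.9 TPM and in hPSC-CMs 11.3 TPM.
Of 22 genes of adult resident fibroblasts, 4 were higher and 15 lower in hPSC-CFs (4 and 16 adjusted over the list alone, median log2 fold change -1.97, adjusted p = 3.27e-06 from camera, and adjusted p = 0.118 with an estimated correlation, from 8.52e-07 to 0.118 over the alternatives). MFAP5, a microfibril protein, had 1.86 ± 0.339 TPM in hPSC-CFs and 141 ± 9.64 TPM in haV-CFs (log2 fold change -5.64, SE 0.38, adjusted p = 2.42e-06), and MGP (matrix Gla protein) had 53.4 ± 1.60 and 797 ± 46.5 TPM (log2 fold change -3.87, SE 0.31, adjusted p = 7.52e-06). PCOLCE2, an enhancer of procollagen processing, had 19.6 and 19.3 TPM in haV-CFs and was listed at 0 in hPSC-CFs. C7, a complement gene of adult fibroblasts, was higher in hPSC-CFs (317 ± 39.4 and 46.6 ± 9.53 TPM, log2 fold change 2.75, SE 0.28, adjusted p = 4.50e-05). Over all 25 genes of the list the median level was 1.65 TPM in hPSC-CFs, 10.7 TPM in haV-CFs and 1.9 TPM in hDFs. By this median, the adult hDFs lay nearer to hPSC-CFs than to haV-CFs. The genes summed to 3361 ± 517 TPM in hPSC-CFs, 3645 ± 42.8 TPM in haV-CFs and 5279 ± 0.375 TPM in hDFs.
Against hDFs, 3183 genes were higher and 1932 lower in hPSC-CFs, and 1599 were higher and 1222 lower in haV-CFs. KRT8, a keratin of simple epithelia, had 1016 ± 187, 51.3 ± 3.24 and 3.94 ± 2.62 TPM in hPSC-CFs, haV-CFs and hDFs. Among the largest decreases were COMP, a cartilage matrix protein (132 and 127 TPM in hDFs, 0.93 and 0.5 TPM in haV-CFs and listed at 0 in hPSC-CFs), and LRRC15, a membrane protein of activated fibroblasts (0.665 ± 0.757, 1.16 ± 0.113 and 189.8 ± 16.9 TPM in hPSC-CFs, haV-CFs and hDFs). GREM1, a BMP antagonist, had 511 ± 9.61, 62.1 ± 1.32 and 5908 ± 40.8 TPM in the same order.
Of the calls between hPSC-CFs and hDFs 62.2% were higher in hPSC-CFs, and 48.9% after median-of-ratios scaling, which moved the median log2 fold change of all genes from 0.13 to 0 there. For haV-CFs against hDFs that scaling gave 1389 higher and 1433 lower genes, and the higher genes numbered 945 without haV-CF replicate 2, 1026 without haV-CF replicate 3, 1030 without hDF replicate 1 and 998 without hDF replicate 2, and the lower genes 766 without haV-CF replicate 3, 753 without hDF replicate 1 and 810 without hDF replicate 2. From its gene-expression data, among them the grouping of the libraries in Fig. 7a-c and a clustering with fetal and adult cardiac fibroblasts of another study, the paper concludes that hPSC-CFs are closest to native cardiac fibroblasts. It proposes that hPSC-CFs have a more embryonic phenotype, from the patterning genes, from that clustering, in which they lay nearer to the fetal than to the adult cells, from TBX20, and from HEY1, ISL1 and NKX2-5, which were higher in the fetal than in the adult cells of the other study. Outside RNA-seq, the paper also draws on the thickness of high-density cultures, on proliferative capacity and on more uniform PDGFRβ. None of these was analysed here.

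**Figure D6:**
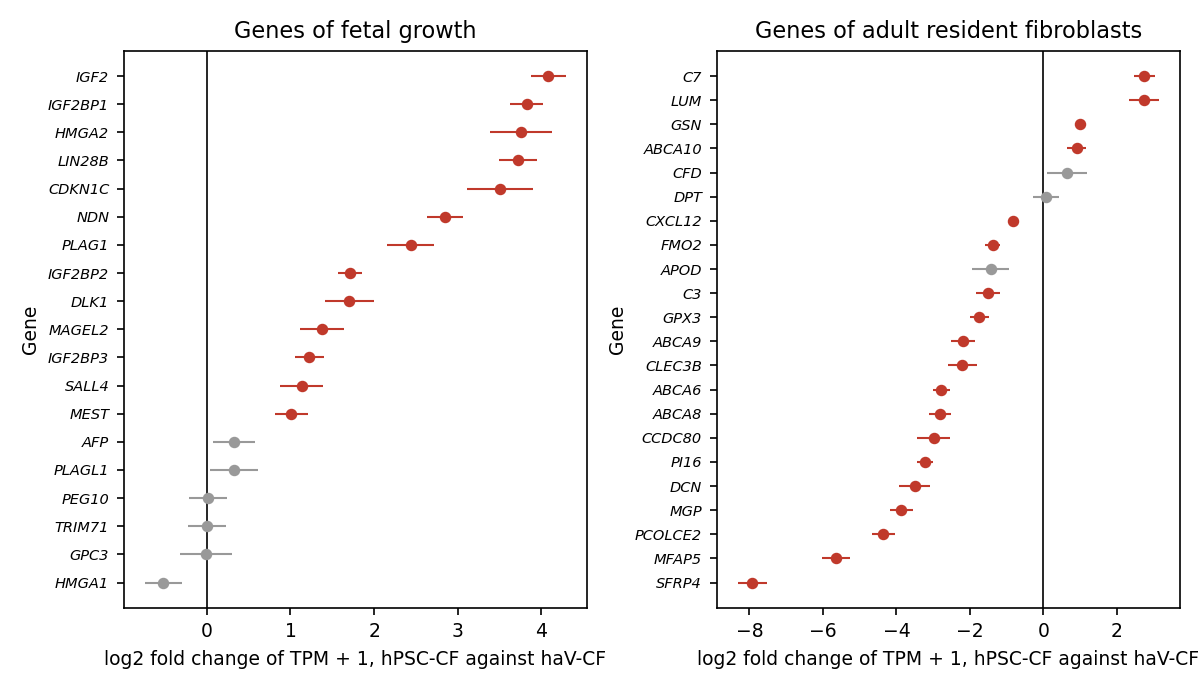
Log2 fold change of TPM + 1 from haV-CFs to hPSC-CFs for each tested gene of the fetal growth list and of the adult resident fibroblast list; points are limma estimates, bars are 1 SE and red marks an adjusted p under 0.05. In the fetal growth list 13 of 19 genes are higher and in the adult list 15 of 22 are lower.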

### hPSC-CFs produce 3D ECM scaffold

Generation of ECM is a major function of CFs. Therefore, we examined the ECM generated by the hPSC-CFs in comparison with the hfV-CFs, haV-CF, and hDFs following 10 days of high-density culture^48^. To examine the ECM production and assembly, the fibroblast cultures were fixed, but not permeabilized, and immunolabeled with the antibodies to collagen type I and fibronectin. The nuclei were stained with Hoechst. Confocal imaging demonstrated that all of the fibroblast preparations robustly produced collagen I and fibronectin (Fig. 8a). However, 3D reconstruction of the confocal images revealed that the hPSC-CFs, hfV-CFs, and haV-CFs produced multicell layer cultures while the hDFs produced only monolayer cultures (Fig. 8a, Supplementary Movies 1–4). The average depths of the multilayer hPSC-CF (~40 µm) and the hfV-CF (~44 µm) cultures were similar and greater than the haV-CF cultures (~24 µm) and the monolayer hDF cultures (~12.5 µm) (Fig. 8b). Although extracellular fibronectin and collagen I were evenly distributed throughout the monolayer hDF cultures, fibronectin was concentrated in the top layers of all of the CF cultures in contrast to the distribution of collagen I throughout the depth of the multilayer CF cultures (Fig. 8a). To confirm adequate antibody penetration and ECM protein labeling, multilayer hPSC-CF cultures were permeabilized before immunolabeling. The permeabilized hPSC-CF culture shows a distinct pattern of fibronectin immunolabeling with clear intracellular fibronectin detected as well as more fibrillar extracellular fibronectin concentrated in the upper layers (Supplementary Fig. 16, Movie 5). Polarization of extracellular fibronectin has been observed in other in vitro cultured cell systems and attributed to the binding of cell produced fibronectin with soluble fibronectin in the serum containing medium to generate insoluble fibronectin concentrated at the apical surface of the cultures^49–51^. Overall, these results demonstrate that high-density culture of the fibroblast preparations results in robust production of ECM proteins, but hDFs exhibit contact inhibition and limited proliferation forming a monolayer relative to hCFs that generate multilayer cultures. Furthermore, the thickness of the hPSC-CF cultures is most similar to hfV-CF cultures and significantly greater than the thickness of haV-CFs, which is consistent with the hPSC-CFs exhibiting a more embryonic CF phenotype.

**Fig. 8:**
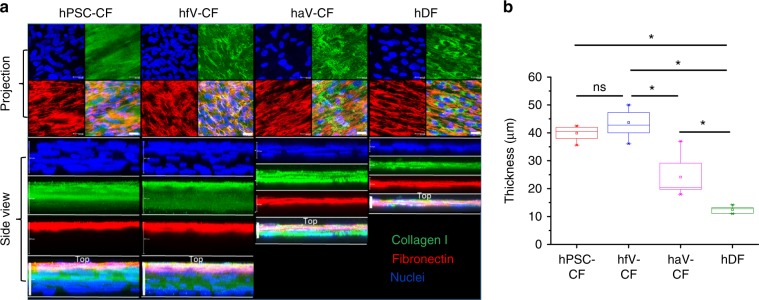
ECM production in CF and DF cultures. **a** Confocal imaging of high density cultures of hPSC-CF, hfV-CF, haV-CF, and hDF immunolabeling for extracellular collagen I and fibronectin. Z-scans are presented as projection images in the top panels and 3D reconstructions showing side views in lower panels. Scale bars in Projection are 25 μm. Scale bars in Side view of hPSC-CF and hfV-CF are 40 μm, haV-CF are 20 μm, and hDF are 15 μm. **b** Thickness of the 3D ECM scaffolds measured from 3D reconstructions of hPSC-CF (*n* = 8), hfV-CF (*n* = 9), haV-CF (*n* = 12), and hDF (*n* = 6) biological replicates. The box plots summarize the biological replicates with the box enclosing from first to third quartile, middle square indicating mean, line in box indicating median, and whiskers indicating outliers. *P < 0.05, one-way ANOVA with post hoc Bonferroni test

### hPSC-CFs can transform to myofibroblasts

In the setting of injury or disease, CFs can convert to myofibroblasts and contribute to remodeling of the heart. TGFβ1 signaling is a major stimulus for the transformation of CFs to myofibroblasts^52–56^. Angiotensin II (Ang II) is another agonist that stimulates myofibroblast conversion and fibrotic effects in CFs but typically not in DFs^57,58^. To evaluate for myofibroblast formation induced by both TGFβ1 and Ang II, we cultured the CFs in DMEM+10% FBS for 48 h in the presence or absence of TGFβ1 or Ang II. The hPSC-CFs, hfV-CFs, and haV-CFs grown with optimized fibroblast media exhibited low expression of α-smooth muscle actin (SMA^low^) measured by both flow cytometry and immunocytochemistry. In contrast, hDFs in the confluent culture exhibited a SMA^high^ population by flow cytometry (Fig. 9, Supplementary Fig. 17). Totally, 48 h of culture in DMEM+10% FBS led to the emergence of a SMA^high^ population in all of the CF cultures. Furthermore, application of TGFβ1 increased the SMA^high^ population for the hPSC-CFs, hfV-CFs, and haV-CFs, and the SMA immunolabeling showed the strong SMA expressing stress fibers (Fig. 9). In contrast, the TGFβ1-treated hDFs showed the overall increase of SMA expression and a larger SMA^low^ population measured by flow cytometry, and the SMA immunolabeling also showed the increased SMA expression in the stress fibers (Fig. 9). The cell morphology of all the CFs from baseline conditions changed significantly from spindle-shaped, small cells to larger, more elongated cells (Fig. 9). Thus, all of the CF cultures exhibited comparable patterns of transformation to myofibroblasts based on the formation of a SMA^high^ population with prominent stress fibers in response to TGFβ1. The expression pattern of SMA also changed in hDFs in response to TGFβ1, but the pattern of response was distinct from CFs as measured by flow cytometry (Fig. 9). Ang II treatment induced the SMA^high^ population as observed with TGFβ1 treatment in both hPSC-CFs and hfV-CFs, but in hDFs Ang II resulted in a decrease in the SMA^high^ population. Comparable results were observed in response to 100 and 500 nM of Ang II (Supplementary Fig. 18).

**Fig. 9:**
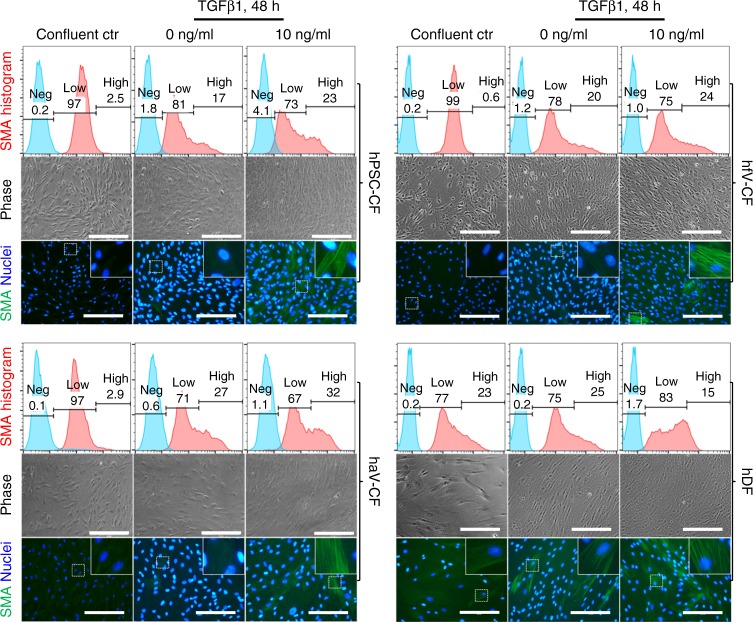
Myofibroblast transformation of CFs and DFs. Analysis of α-smooth muscle actin (SMA) expressing cells to assay for myofibroblast transformation from hPSC-CF, hfV-CF, haV-CF, and hDF in culture. All fibroblast cultures in passages 4–6 were treated with 10 ng/ml TGFβ1 for 48 h in DMEM+10% FBS medium. Expression of SMA was measured by both flow cytometry (upper panel) and immunolabeling (lower panel). Phase contrast images of representative cultures are shown in the middle panel. Phase contrast images and SMA immunofluorescence images are from the same biological samples, but not the same field of view. Scale bars are 200 μm. The hPSC-CFs are derived from DF19-9-11T hiPSCs. The hfV-CFs are from Cell Applications, Inc. The haV-CFs are from Lonza, NHCF-V, and hDFs are from 023a line

### Co-culture of hPSC-CFs effects hPSC-CM electrophysiology

Given that CFs can influence the electrophysiological properties of the native heart, we examined the functional impact of the co-culture of hPSC-CFs, haV-CFs, or hDFs with hPSC-CMs monolayers. Various ratios of fibroblasts and hPSC-CMs were co-cultured, and representative images confirm different co-culture proportions using immunofluorescent labeling for cTnT (green) to identify hPSC-CMs and DAPI to label the nuclei of all cells (Fig. 10a). In functional experiments, co-cultured monolayers were labeled with a membrane potential sensitive dye (FluoVolt) to quantify the electrophysiological effects of co-cultured fibroblasts. Time–space plots of action potential propagation showed the differential impact of each fibroblast subtype on hPSC-CM monolayer function (Fig. 10b). Cultures of 100% hPSC-CMs showed regular spontaneous automaticity with uniform conduction across the cultures (Supplementary Movie 6). Comparison of 10 and 50% fibroblast co-culture demonstrated that the spontaneous rate was significantly faster for hPSC-CF co-culture compared to progressively slower rates for haV-CF and hDF co-cultures (Fig. 10b, c, Supplementary Movie 7a–c). Impulse conduction velocity was slowed by co-cultures with 10% of any of the fibroblast populations, although to a greater extent in the hDF co-cultures (Fig. 10b, c, Supplementary Movie 7a–c). Interestingly, at a ratio of 50% hPSC-CMs:50% fibroblasts, we observed fibrillatory conduction patterns in all of the monolayer co-cultures with hPSC-CFs (6/6) and in half of the monolayers with haV-CFs (2/4), while the same ratio of hDFs did not induce this arrhythmic pattern in any hPSC-CM monolayer co-cultures tested (0/6) (Fig. 10b, c, Supplementary Movie 8a–c). Given the different spontaneous rates observed for the various conditions, we used field stimulation to control rate and constructed action potential duration (APD) restitution curves for the monolayer co-cultures. The 100% hPSC-CM and 10% hPSC-CF co-cultures showed the shortest APD80s over the range of paced rates (Fig. 10d). These data demonstrated that the electrophysiological properties of the hPSC-CM monolayers are distinctly modulated by co-cultures with the different populations of fibroblasts.

**Fig. 10:**
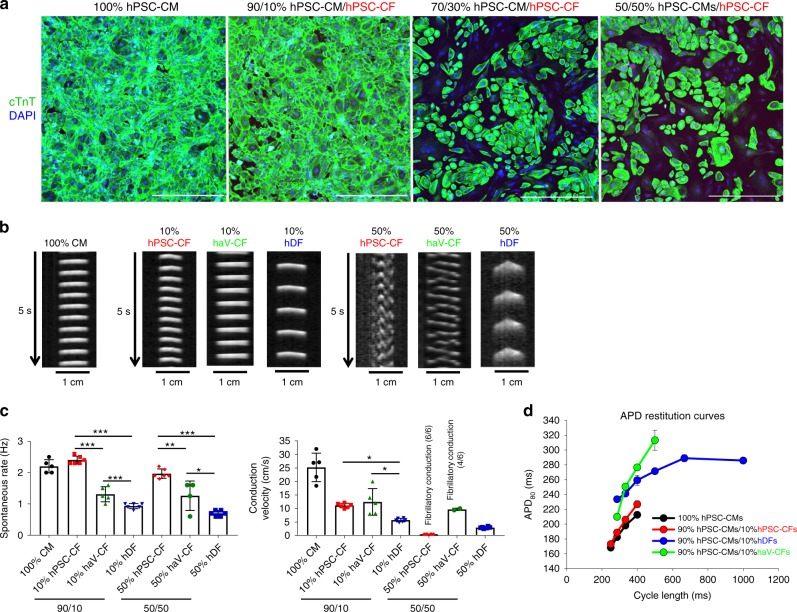
Effect of CFs or DFs on hPSC-CM electrophysiology in co-culture. **a** confocal images of different ratios hPSC-CMs and hPSC-CFs in culture together with immunolabeling for cTnT to identify hPSC-CMs and DAPI labeling for all cells present. Scale bars are 500 µm. **b** Time–space plots of optical mapping experiments. Postacquisition analysis of optical recordings was done by plotting the changes of fluorescence over time along a single line of each monolayer, similar to a confocal line scan. Differences in the spontaneous rates of activation are evident as are altered patterns of conduction with fibrillatory conduction observed with 50% hPSC-CF and haV-CF co-cultures with hPSC-CM. **c** Average spontaneous beating rate and action potential propagation velocity for 100% hPSC-CM monolayers (*n* = 5) compared to co-cultures of percentages and cell types indicated (red, hPSC-CF 10% (*n* = 6) and 50% (*n* = 4); green, haV-CF 10% (*n* = 5) and 50% (*n* = 6); blue, hDF 10% (*n* = 6) and 50% (*n* = 6)). Statistical comparisons were made between different fibroblast populations at each fixed mixture with ANOVA and Tukey’s post hoc testing for significant differences as shown, ***P < 0.0001; **P < 0.001; and *P < 0.01. **d** Average action potential duration at 80% of repolarization (APD80) restitution curves generated by pacing indicated preparations over a range of different cycle lengths and measuring optical APD80. The hPSC-CF and hPSC-CMs are derived from H9-cTnT-GFP hESCs. The haV-CFs are from Lonza, NHCF-V, and hDFs are from skin biopsy from a healthy adult donor. Data are mean ± SEM with *n* representing number of separate monolayers (biological replicates) tested

## Discussion

In the present study, we demonstrate that stage-specific activation of Wnt and FGF signaling promotes the efficient differentiation of hPSCs via SHFPs to CFs. The hPSC-CFs share characteristics with native human CFs based on gene expression, cell morphology, proliferation, ECM production, myofibroblast transformation, and the distinct modulation of hPSC-CM electrophysiology. Although cell type-specific markers for CFs are not known, the combination of different markers present in the hPSC-CFs including expression of PDGFRα, vimentin, FSP1, and labeling with human fibroblast antibody along with GATA4 expression are consistent with a CF phenotype. Overall, we conclude that this monolayer-based protocol using defined conditions allows the scalable generation of SHF-derived hPSC-CFs.

In mammalian cardiac development, CFs arise from epicardium, endocardium, and neural crest progenitor populations^59^. These different fibroblast populations are concentrated in different regions of the heart and exhibit distinct contributions to cardiac development such as the role of endothelium-derived CFs in formation of the cardiac cushion and ultimately cardiac valves. The three embryological origins of CFs suggest that distinct fibroblast populations can be differentiated from hPSCs. The mesoderm-directed differentiation protocol argues against neural crest ectoderm derived CFs. Recent studies have described the differentiation of hPSCs to epicardial cells that can give rise to CFs^8–11^. These studies provided evidence for generation of epicardial cells based on the expression of characteristic markers including *WT1*, *TBX18*, and *ALDH2*. In the present study, we found a different pattern of gene expression induced by FGF signaling in the developing progenitor populations with strong evidence for a SHFP population marked by persistent *ISL1* expression, high *HAND2*, and transient expression of *CXCR4*^43^. The SHFPs in development can give rise to endocardium via a TIE2 expressing angiogenic progenitor or a TIE2^−^ but ISL1^+^ population. The endocardium is a specialized endothelial population commonly distinguished by the expression of NFATc1^45^. Our studies also did not reveal clear expression of TIE2 or NFATc1 during intermediate stages, implying the differentiation of endocardial cells may require different signaling pathways than the FGF signaling in the GiFGF protocol. However, given the strong signal for SHF genes there is evidence for SHFPs and the expression of an endothelial-to-mesenchymal transition related gene in the GiFGF protocol, *SNAI2*, suggests the hPSC-CFs may have passed through a transient endocardial intermediate. Alternatively, the SHFPs may directly give rise to CFs as has been suggested for SHF-derived endocardial cells in which some endocardial cells arise via an endothelial/endocardial progenitor population and others arise directly from SHFPs^21^. Consistent with our findings of the SHF-derived hPSC-CFs, a recent study using genetic lineage tracing in mouse models demonstrated that SHFPs in vivo can give rise to CFs as can ESC-derived SHFPs in vitro^43^.

The maturity of lineages derived from hPSCs remains a critical question in applications. For example, hPSC-CMs generated from existing protocols are relatively immature exhibiting an embryonic/fetal CM phenotype based on a number of key properties including cell size and structure, myofilament composition, electrophysiology and metabolism^60–63^. In the case of hPSC-CFs, the issue of maturity is equally relevant. However, the CF-specific developmental milestones are not well defined. We observed the hfV-CFs and hPSC-CFs have a greater proliferative capacity than haV-CFs, a more uniform expression of PDGFRβ, and the ability to generate thicker 3D high density cultures. Furthermore, the gene expression pattern in the hPSC-CFs from our data is more similar to human fetal CFs relative to adult CFs from a recently published study^47^. Although these functional assays and gene expression studies are consistent with hPSC-CFs having a more embryonic phenotype, there are other possible explanations given the multiple sources of CFs that may exhibit differences in their relative abundance in fetal and adult human heart.

The ability to differentiate hPSCs to hPSC-CFs provides an unlimited supply of CFs for a range of research in cardiac biology and disease as well as potential clinical applications in tissue engineering and cardiac regeneration. Nevertheless, future studies will be needed to fully appreciate the properties of hPSC-CFs and how they relate to the heterogeneous and incompletely defined CFs present in the native heart.

## Methods

### Human PSC culture

Human iPSC line DF19-9-11T and ESC lines H1 and H9-TnnT2-GFP were used in this study (WiCell Research Institute, cell line name: iPS DF19-9-11T; WA01; H9-hTnnT2-pGZ-D2, respectively). hPSCs were cultured on Matrigel (GFR, BD Biosciences) coated 6-well plates in either mTeSR1 (DF19-9-11T, H1) medium (Stem Cell Technologies) or E8 (H9-TnnT2-GFP) medium (ThermoFisher). Cells were passaged using Versene solution (Invitrogen) every 4–5 days. Cells were washed with DPBS without Ca^++^/Mg^++^ (Gibco) and incubated with 1 ml/well Versene solution at 37 °C for 3 mins. Aspirating Versene solution and adding 1 ml/well mTeSR1 or E8 medium to gently pipette up and down and scrape to cell clusters. Cell clusters were pellet down by centrifugation at 1000 rpm for 3 mins, and resuspended in mTeSR1 or E8 medium, and plated in 6-well plate at the split ratio of 1:6 to 1:12. Mycoplasma tests were routinely performed (monthly) for all the cell culture in this study.

### Differentiation of hPSCs to CMs using GiWi protocol

Human PSCs were dissociated with 1 ml/well Versene solution at 37 °C for 5 min, and seeded on Matrigel coated 6-well plates at the density of 1.5–2.0 × 10^6^ cells/well in mTeSR1 medium supplemented with 10 μM ROCK inhibitor (Y-27632) (Tocris). Cells were cultured for 5–6 days in mTeSR1 medium until reaching 100% confluence when differentiation started (day 0). At day 0, the medium was changed to 2.5 ml RPMI+B27 without insulin (Gibco) and supplemented with 12 µM CHIR99021 (Tocris), and cells were treated in this medium for 24 h (day 1). After day 1, medium was changed to 3 ml RPMI+B27 without insulin and cells were cultured in this medium for 48 h (day 1-3). Seventy-two hours (day 3) after addition of CHIR99021, a combined medium was prepared by collecting 1.5 ml of medium from the wells and mixing with same volume of fresh RPMI+B27 without insulin medium and supplemented with 5 µM IWP2 (Tocris), and cells were treated with IWP2 in the medium for 48 h (day 3-5). The medium was changed to 3 ml RPMI+B27 without insulin on day 5. On day 7 the medium was changed to RPMI+B27 with insulin (Gibco), and the cells were fed every other day and cultured until day 20 for flow cytometry analysis.

### Differentiation of hPSCs to CFs

Human PSCs were dissociated with 1 ml/well Versene solution (Gibco) at 37 °C for 5 min, and seeded on Matrigel (GFR, BD Biosciences) coated 6-well plates at the density of 1.5–2.0 × 10^6^ cells/well in mTeSR1 medium supplemented with 10 μM ROCK inhibitor (Y-27632) (Tocris). Cells were cultured for 5–6 days in mTeSR1 medium with medium changes daily until they reached 100% confluence when differentiation started (day 0). At day 0, the medium was changed to 2.5 ml RPMI+B27 without insulin and supplemented with 12 µM CHIR99021 (Tocris) and cells were treated in this medium for 24 h (day 1). After day 1, the medium was changed to 2.5 ml RPMI+B27 without insulin (Gibco) and cells were cultured in this medium for 24 h (day 2). After day 2 but within 24 h (before day 3), the medium was changed to 2.5 ml of the CFBM medium (Supplementary Table 1) supplemented with 75 ng/ml bFGF (WiCell Research Institute). Cells were fed with CFBM+75 ng/ml bFGF every other day until day 20 when they were used for flow cytometry analysis and passaged.

### Culture of human CFs and DFs

The hPSC-differentiated CFs (hPSC-CFs), primary human fetal ventricular cardiac fibroblasts (hfV-CFs,  Cell Applications, Inc., cryopreserved HCF, fetal: 306-05f, lot 2666) and adult ventricular cardiac fibroblasts (haV-CFs, Lonza, NHCF-V, CC-2904, lot 0000401462) and primary dermal fibroblasts (hDFs, healthy donors, 020a and 023a lines, generated with informed consent as approved by UW-Madison Health Science IRB, protocol H-2008-0250) were used in this study. hPSC-CFs at 20 days of differentiation were dissociated with 0.05% Trypsin-EDTA (Gibco) and plated in 6-well noncoding plastic plates at the density of 300,000 cells/well in 2 ml of FibroGRO medium (Millipore EMD, SCMF001) plus 2% FBS (Gibco). The hPSC-CFs were fed every other day with 2 ml FibroGRO+2% FBS medium and passaged every 4–6 days using 0.05% Trypsin-EDTA. The plating density for passaging hPSC-CFs was 5800 cells/cm^2^. The hfV-CFs were thawed at the plating density of 7000 cells/cm^2^ in the Human CF Growth Medium (CFGM, Cell Applications, Inc., 316–500) and the haV-CFs were thawed at the plating density of 3500 cells/cm^2^ in FGM-3 medium (Lonza, CC-4526) in noncoding plastic T75 flasks. The media were changed the next day after thaw and cells were fed every other day afterward. The hfV-CFs were cultured in both the CFGM and FibroGRO+2% FBS media and were passaged every 4–6 days using 0.05% Trypsin-EDTA. The haV-CFs were cultured with the FGM-3 medium and were passaged every 4–8 days using 0.05% Trypsin-EDTA. The subsequent plating density for passaging after thaw was 5800 and 3500 cells/cm^2^ for hfV-CFs and haV-CFs, respectively. The primary hDFs were thawed in DMEM high glucose with GlutaMAX supplement (Gibco 10566-016) plus 10% FBS (Gibco 10437) in noncoding plastic T75 flasks at the density of 1900 cells/cm^2^. The hDFs were cultured in the DMEM high glucose+10% FBS with medium change every other day and were passaged every 6–8 days using 0.05% Trypsin-EDTA. The subsequent plating density for passaging hDFs was 1900 cells/cm^2^.

All fibroblasts were cryopreserved in 50% DMEM high glucose with GlutaMAX supplement (Gibco 10566-016), 40% FBS and 10% DMSO.

### Flow cytometry

Cells were dissociated by incubation with 0.25% trypsin-EDTA (Gibco) plus 2% chick serum (Sigma) for 5 min at 37 °C. Cells were vortexed to disrupt the aggregates followed by neutralization by adding equal volume of EB20 medium^41^. Cells were counted and 0.5–1 million of cells were used for labeling. For labeling surface markers, cells were labeled either before, or after fixed in 1% paraformaldehyde at 37 °C water bath for 10 min in the dark. For labeling intracellular markers, cells were fixed in 1% paraformaldehyde and permeabilized in ice-cold 90% methanol for 30 min on ice. Cells were washed once in FACS buffer (DPBS without Ca^++^/Mg^++^, 0.5% bovine serum albumin (BSA), 0.1% NaN3), centrifuged and resuspended in about 50 μl FACS buffer with (for intracellular markers) or without 0.1% Triton X-100 (Sigma). For labeling surface markers, appropriate amount of the conjugated antibodies according to the manufacturer’s instruction were added to the cells in FACS buffer to make the final volume of 100 μl with FACS buffer, and incubated at room temperature in dark for 30 min. Cells were washed once with 3 ml FACS buffer and resuspended in 300–500 μl FACS buffer for analysis. For labeling intracellular markers, the primary antibody was diluted in 50 μl /sample FACS buffer plus 0.1% Triton X-100 and aliquoted to each sample for a total sample volume of 100 μl. Samples were incubated with the primary antibodies overnight at 4 °C. Please refer to Supplementary Table 2 for the primary antibodies used in this study. For the secondary antibody labeling, cells were washed once with 3 ml FACS buffer plus 0.1% Triton X-100 after the primary antibody labeling, centrifuged, and supernatant discarded leaving ~50 μl. Secondary antibody specific to the primary IgG isotype was diluted in FACS buffer plus 0.1% Triton X-100 in a final sample volume of 100 μl at 1:1000 dilution. Samples were incubated at room temperature in dark for 30 min, washed in FACS buffer and resuspended in 300–500 μl FACS buffer for analysis. Data were collected on a FACSCalibur (Beckton Dickinson) and Attune Nxt (ThermoFisher) flow cytometers and analyzed using FlowJo.

### Immunocytochemistry

For imaging with EVOS microscope (Life Technologies), cells were cultured in either 6-well or 12-well plates. Cells were fixed with 4% paraformaldehyde for 15 min at room temperature, and permeabilized in 0.2% Triton X-100 (Sigma) for 0.5–1 h at room temperature. After fix and permeabilization, cells were blocked with 5% nonfat dry milk (Bio-Rad) in 0.2% Triton X-100 solution and incubated for 1.5–2 h at room temperature on a rotator followed by two washes with DPBS. Primary antibodies (Supplementary Table 2) were added in 1% BSA in DPBS solution with 0.1% Triton X-100, and incubated overnight at 4 °C. Cells were washed with 0.2% Tween 20 in DPBS twice and DPBS twice. Secondary antibody specific to the primary IgG isotype were diluted (1:1000) in the same solution as the primary antibodies and incubated at room temperature for 1 h in dark on a rotator. Cells were washed with 0.2% Tween 20 in DPBS twice and DPBS twice. Nuclei were labeled with Hoechst or DAPI.

### Quantitative RT-PCR

Cell samples were collected using 0.25% trypsin–EDTA (Invitrogen) to remove the cells from cell culture plates. Total RNA was purified using QIAGEN RNeasy^®^ Mini kit. Any genomic DNA contamination was removed by RNase-Free DNase Set (QIAGEN) with the RNeasy columns or by DNase I (Invitrogen) treatment for 15 min at room temperature. 500 ng of total RNA was used for Oligo (dT)_20_—primed reverse transcription using SuperScript^™^ III First-Strand Synthesis System (Invitrogen). Quantitative RT-PCR was performed using Taqman PCR Master Mix and Gene Expression Assays (Applied Biosystems, Supplementary Table 3) in triplicate for each sample and each gene. 0.5 μl of cDNA from RT reaction was added as template for each Q-PCR reaction. The expression of genes of interest was normalized to *GAPDH*.

### RNA-seq and data analysis

Cell samples were collected using 0.25% trypsin–EDTA (Invitrogen) to remove the cells from cell culture plates. Total RNA was purified using QIAGEN RNeasy^®^ Mini kit. Possible genomic DNA contamination was removed by RNase-Free DNase Set (QIAGEN) with the RNeasy columns. Duplicates for each sample were submitted for RNA-seq. Total RNA was qualified with the Life Technologies Qubit fluourometer (Q32857) and Agilent Bioanalyzer (G2940CA). One-hundred nanograms of total RNA was used to prepare indexed cDNA libraries with the Ligation Mediated Sequencing (LM-Seq) protocol^64^. Final indexed cDNA libraries were pooled with thirty uniquely indexed LM-Seq cDNA libraries per lane and sequenced on an Illumina HiSeq 2500 with a single 51 bp read and a 10 bp index read. Base-calling and demultiplexing were performed using Casava (v1.8.2). Sequences were filtered and trimmed to remove low quality reads, adapters, and other sequencing artifacts. The remaining reads were aligned to 19084 Refseq genes extracted from the Illumina iGenomes reference, selecting only those with “NM_” annotations. Bowtie (v 0.12.9) was used for alignment, allowing two mismatches in a 28 bp seed^65^. Reads with more than 200 alignments were excluded from further analysis. RSEM (v1.2.3) was used to estimate isoform and relative gene expression levels (transcripts per million or “TPM”)^66^. Genes for specific functional groups were selected by searching online tool AmiGO2 (http://amigo.geneontology.org) using key words and manually confirmed. Heatmaps were generated using pheatmap_1.0.8 in R version 3.2.3. The similarity heatmap showed the Euclidean distances between samples which were calculated using R dist function on normalized read counts.

### ECM production and confocal imaging

Confluent hPSC-CFs, primary hfV-CFs and haV-CFs, and hDFs were dissociated with TrypLE Express (Gibco) and seeded in μ-Dish 35 mm ibidi dish (Cat# 81156) at the density of 1.25 × 10^6^ cells/dish. Cells were grown for 10 days with medium change every other day. hPSC-CFs and primary hfV-CFs were grown with FibroGRO medium (Millipore EMD, SCMF001) plus 2% FBS Gibco, primary haV-CFs were grown in FGM-3 media (Lonza), and hDFs were grown in DMEM high glucose with GlutaMAX supplement (Gibco) plus 10% FBS (Gibco) medium. On day 10, cells were fixed with 4% paraformaldehyde for 15 min at room temperature, and stored in DPBS at 4 °C. The ECM proteins including collagen and fibronectin were co-labeled with anti-COL1A (COL-1) (Santa Crutz Biotechnology, sc-59772) and anti-Fibronectin (A-11) (Santa Crutz Biotechnology, sc-271089) antibodies without permeabilization of the cells to examine the ECM using the immunolabeling protocol in the ‘Immunocytochemistry’ section. The cellular fibronectin and SMA expression were examined in the permeabilized cells and the antibodies were co-labeled using the same immunolabeling protocol in the “Immunocytochemistry” section. Cells were imaged using the confocal microscope (Leica TCS SP5 system).

### Co-cultures of hPSC-CMs and hPSC-CFs, haV-CFs or hDFs

hPSC-CMs were cultured with hPSC-CFs, haV-CFs, or hDFs at varying percentages: 100, 90, 70, 50, or 0%. These co-cultures were plated at a density of 250,000 cells per 200 µl drop of EB20 medium (80% DMEM/F12, 0.1 mmol/L nonessential amino acids, 1 mmol/L l-glutamine, 0.1 mmol/L β-mercaptoethanol, 20% FBS and 10 μmol/L blebbistatin) on 18 × 18 mm pieces of polydimethylsiloxane silicone sheeting (SMI; Saginaw, MI) coated with Matrigel (500 μg/mL, Corning) and grown for 3 days kept at 37 °C in 5% CO_2_^67^. At this point the media was changed to RPMI (Gibco) supplemented with B27 (Gibco) and replaced every 2 days for 4 days prior to experimentation.

### Optical mapping

Optical action potentials and time–space plots were recorded using FluoVolt^™^ membrane potential probe (F10488, Life Technologies)^67–70^. After a 30 minute incubation period, monolayers were transferred to Hank’s balanced salt solution (HBSS with calcium and magnesium, Gibco) for optical mapping recording and kept at 37°C for the duration of the experiment. All monolayers containing hPSC-CMs displayed spontaneous pacemaker activity which was recorded using a CCD camera (Red-Shirt Little Joe, Scimeasure, Decatur, GA, 80 × 80 pixels) with the appropriate emission filters and LED illumination^68^. A total of 10 s movies were taken at 200 fps (LabWindows Acquisition, National Instruments, Austin, TX, USA) which were amplified, filtered and digitized for offline analysis. Briefly, time sequence plot graphs of fluorescence intensity over time were generated from average action potentials and used for calculation of action potential duration after signal filtering. In addition, optical mapping movies were processed with Scroll to generate activation maps and calculation of conduction velocity after providing spatial calibration to the software. Repetitive stimuli (duration, 5 ms; strength, twice diastolic threshold) was applied by field stimulation using silver electrodes. Monolayers were paced faster than the spontaneous beating rate, which was different depending on the co-culture with hPSC-CFs, haV-CFs, or hDFs (Fig. 10c, d). Stimulation frequency ranged from 1000 to 285.7 ms cycle length.

### Statistics

Sample size varies and was determined based on anticipated scatter of the data, but formal power calculations were not done given the lack of previous comparable datasets from which to estimate variance. Data are presented as mean ± standard error of the mean. Technical and biological replicates are as indicated for each dataset. For datasets with normal distributions, statistical significance was determined by Student’s *t* test for two groups or one-way ANOVA for multiple groups with post hoc test using Bonferroni and Tukey methods. Statistical analysis was performed using Origin, v9, *P* < 0.05 was considered statistically significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7a

Supplementary Movie 7b

Supplementary Movie 7c

Supplementary Movie 8a

Supplementary Movie 8b

Supplementary Movie 8c

## Data Availability

The RNA-seq data for this study are deposited in GEO with the accession code GSE126260. All other relevant data generated in this manuscript that support the findings of this study are available upon request from the authors.

How the deposited data were processed for this re-analysis (not part of the article)

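RNA-seq was compared between hPSC-CFs, haV-CFs, hDFs, hPSC-CMs and hPSCs, with 2 libraries in each of the 5 groups, 10 in all. The authors sequenced polyA libraries as single short reads, aligned them with Bowtie (0.12.8 in the submitters' processing notes, a later release in the methods) to RefSeq transcripts of hg19 after base calling with CASAVA 1.8.2, and estimated expression with RSEM 1.2.3. The authors deposited 1 table of TPM (transcript abundance scaled to a common total) with 19084 genes in rows and the 10 libraries in columns, and each column was assigned to a library by its name. TPM keeps no number of reads, so the depth of the libraries is unknown and no counting error or detection limit can be given. Total TPM was the same in every library within rounding. Libraries were pooled for sequencing, but the lane, date and batch of each library are not given in the sources used here, and growth medium, passage and donor or line change with the group, so none of them can be separated from it.

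All values were computed from the deposited TPM. Differences between groups were tested with limma 3.58.1 in R 4.3.3 on log2(TPM + 1), over the 14319 genes with at least 1 TPM in at least 2 libraries, in a model of the 5 groups with no covariate, with empirical Bayes moderation (trend and robust). An adjusted p (Benjamini-Hochberg, within each comparison) under 0.05 was the threshold. The comparisons were hPSC-CFs against haV-CFs, hPSC-CFs against hDFs and haV-CFs against hDFs, and hPSC-CMs and hPSCs served as control cells. No count model was used, since TPM are not counts. From the table 95 genes were left out of every step except the 8-fold rule: Y-linked genes, XIST and genes whose presence or absence is a common inherited difference.

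The text names the genes that the paper names, for each comparison of fibroblasts the 12 genes with the largest increase and the 12 with the largest decrease past the threshold, with a mean of at least 10 TPM in the higher group and no overlap between the groups, and in each gene list up to 4 members with the largest change. This gave 322 genes, of which only part are given in the text. The values of Supplementary Data 1 and 2 had been seen when this rule was written. Genes named outside it are said to be so. Of 45 gene lists written before the deposited table was examined, 9 were cell type markers. Whether the values of Supplementary Data 1 and 2 had been seen when the lists were written is not recorded. Camera was run at a preset correlation of 0.01 on the 41 lists with at least 5 tested members that the paper had not chosen on these libraries. Its p-values were adjusted over the lists of each comparison. Some lists take up themes that the paper found in these libraries. A list kept any single member that the paper had named from these libraries. Camera with an estimated correlation and fry were the alternatives. Of fry, the p of a change in 1 direction was used, which does not compare a list with other genes.

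Distances between libraries were Euclidean, on TPM over 18989 genes and on log10(TPM + 0.001) over the list of cardiac regulators (60 genes) and the list of matrix genes (102 genes), which stand in for the genes of Fig. 7b and 7c. The mean of the 4 distances between the libraries of 2 groups was used, and libraries were joined by complete and by average linkage. The 8-fold rule of Supplementary Data 1 and 2 was applied to ratios of mean TPM with at least 1 TPM in the higher group.

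The test was checked on simulated data, in which 200 of the 14319 genes were changed by known amounts. Their spread was the moderated one that limma gave for the real libraries. The changed genes were drawn from the more abundant genes only, so the shares recovered do not cover genes of low expression. Of the genes changed by 1 on the log2 scale it recovered 82.1% between hPSC-CFs and haV-CFs, 80.6% between hPSC-CFs and hDFs and 74.6% between haV-CFs and hDFs, and of those changed by 2 it recovered 100%, 98.5% and 100%. Of the calls 7.84%, 6.53% and 7.58% were false, each above the share of 0.05 at which the threshold was set. Far fewer genes were changed than the 4525 called between hPSC-CFs and haV-CFs, so the false share among the real calls may differ. Camera called 0 of 20 unchanged lists. The simulated genes varied independently of each other, so this cannot show how often camera errs where the genes of a list vary together.

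The alternatives were pseudocounts of 0.1 and 5 TPM, no filter on low values or a minimum of 5 TPM in at least 2 libraries, only the 4 libraries compared, median-of-ratios size factors, quantile normalization, no trend, a replicate block, each library left out in turn (a lone library is then assumed to vary like the other groups), other distance scales, distances without the 20 most abundant genes, and other minimums for the 8-fold rule. Genome coordinates are not given, since the reference at hand is of another build than the authors'. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.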

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

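Which gene lists lie outside the themes of the paper, the minimum median log2 change of 1 for a list, the limits of 100 and 2 TPM for a gene, and the test of the libraries' scaling were chosen after the values were seen; the test of the single hPSC-CF libraries was set before. These results stand out as signals in gene lists outside the themes of the paper's RNA-seq comparisons or in single genes that it does not name. Of the endothelial markers the paper discusses KDR, PECAM1, SOX17, TEK (as Tie2) and NFATC1, and of the inflammatory genes MMP1 and MMP3.

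Cell cycle genes, which encode the machinery of DNA replication and mitosis, were lower in hPSC-CFs than in both primary fibroblasts. Of 40 tested, none was higher and 36 were lower than in haV-CFs (39 adjusted over the list alone, median log2 fold change -1.69, adjusted p = 2.99e-18 from camera, and adjusted p = 0.237 with an estimated correlation, from 1.42e-20 to 0.237 over the alternatives), and none was higher and 34 were lower than in hDFs (36 adjusted over the list alone, median -1.53, adjusted p = 1.07e-15 from camera, and adjusted p = 0.306 with an estimated correlation, from 1.26e-19 to 0.306 over the alternatives). E2F7, a regulator of the S phase, had 6.79 ± 0.665 TPM in hPSC-CFs and 68.1 ± 10.0 TPM in haV-CFs (log2 fold change -3.14, SE 0.24, adjusted p = 4.52e-06), the mitotic kinase PLK1 had 5.99 ± 2.91 and 42.0 ± 4.72 TPM (log2 fold change -2.68, SE 0.43, adjusted p = 0.000927), and the proliferation marker MKI67 had 3.83 ± 0.219, 17.6 ± 2.88 and 20.0 ± 2.34 TPM in hPSC-CFs, haV-CFs and hDFs. The median level of the list was 8.66 TPM in hPSC-CFs, 35.1 TPM in haV-CFs, 30.8 TPM in hDFs, 11.0 TPM in hPSC-CMs and 102 TPM in hPSCs. Between haV-CFs and hDFs 2 members were higher and 1 lower (1 and none adjusted over the list alone, adjusted p = 0.622 from camera).

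Scaling of the libraries is 1 technical explanation for the lower cell cycle genes, but after median-of-ratios scaling the median against haV-CFs was -1.78 (-1.83 to -1.76 with 1 library left out). A single aberrant library is another, but the hPSC-CF library nearer to haV-CFs still lay at -1.65 and the other at -1.75. Both tests therefore argue against these explanations. Growth medium, plating density, passage and how confluent the cells were at harvest change with the group or are not given, so they stay open, as does a difference between the cell types themselves; none of these was tested. The paper reports that hPSC-CFs proliferated more than haV-CFs over sequential passages (Fig. 5b), a measure not analysed here.

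Inflammatory genes of the NF-kappaB pathway were higher in both cardiac fibroblasts than in hDFs. In hPSC-CFs 17 of the 24 tested were higher and 5 lower (18 and 5 adjusted over the list alone, median 1.76, adjusted p = 0.00931 from camera, and adjusted p = 0.287 with an estimated correlation, from 0.00222 to 0.287 over the alternatives), and in haV-CFs 14 were higher and 2 lower (17 and 2 adjusted over the list alone, median 1.18, adjusted p = 8.01e-06 from camera, and adjusted p = 0.0882 with an estimated correlation, from 7.34e-07 to 0.0882 over the alternatives). The chemokine CCL2 had 272 ± 198 TPM in hPSC-CFs, 774 ± 92.0 TPM in haV-CFs and 6.12 ± 1.46 TPM in hDFs.

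Endothelial marker genes were higher in both cardiac fibroblasts than in hDFs, 10 of 15 higher and 1 lower in hPSC-CFs (11 and 1 adjusted over the list alone, median 2.08, adjusted p = 0.000507 from camera, and adjusted p = 0.136 with an estimated correlation, from 2.05e-05 to 0.136 over the alternatives), and 9 higher and none lower in haV-CFs (11 and none adjusted over the list alone, median 1.49, adjusted p = 1.54e-06 from camera and 0.0226 with an estimated correlation). KDR, a receptor for VEGF, had 26.0 ± 3.15, 13.0 ± 0.0283 and 0.0950 ± 0.120 TPM in hPSC-CFs, haV-CFs and hDFs, and the cadherin CDH5 had 12.5 ± 2.16 and 21.5 ± 0.290 TPM in the cardiac fibroblasts and was listed at 0 in hDFs. PECAM1, another marker, had 10.2 ± 2.76 TPM in hPSC-CFs and 2.02 ± 1.36 TPM in haV-CFs. During differentiation, before these passages, the paper found PECAM1 very low by qRT-PCR and no cells with its protein CD31 by flow cytometry. SOX17 of this list is a gene that the paper picked from these libraries.

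Cholesterol synthesis genes were higher in hPSC-CFs than in hDFs, 18 of 22 higher and 1 lower (19 and 1 adjusted over the list alone, median 1.17, adjusted p = 4.06e-06 from camera, and adjusted p = 0.232 with an estimated correlation, from 3.44e-06 to 0.232 over the alternatives). HMGCS1, an early enzyme of the pathway, had 701 ± 51.2 TPM in hPSC-CFs and 119 ± 1.07 TPM in hDFs (log2 fold change 2.55, SE 0.15, adjusted p = 7.03e-07).

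CHCHD2, a mitochondrial protein gene, and NUPR1, a stress-induced nuclear factor, were the 2 genes with at least 100 TPM in all 4 haV-CF and hDF libraries and under 2 TPM in all 6 libraries of the iPSC line. CHCHD2 had 238 and 312 TPM in haV-CFs and 222 and 196 TPM in hDFs, 1.65 and 1.39 TPM in hPSC-CMs, and was listed at 0 in hPSC-CFs and hPSCs. NUPR1 had 442 and 484 TPM in haV-CFs and at least 374 TPM in both hDF libraries, 1.69 and 1.88 TPM in hPSC-CFs, 0 and 0.66 TPM in hPSC-CMs and 0 and 1.2 TPM in hPSCs.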

How the results depend on the processing

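The ratios of the distance between haV-CFs and hDFs to that between hPSC-CFs and haV-CFs, with their tests on genes of at least 10 TPM and on scaled values, were added after the values were seen. Many of the named genes were picked for a call and a large change in these same libraries. The counts of named genes below are therefore not those of genes in general, whose calls depended more on single libraries. Over the named genes, 610 of 683 results passed the threshold and 523 did so under every alternative; 56 results of gene lists passed and 10 did so under every alternative. Leaving out 1 library left a named gene on the same side of the threshold, with or without a call, in 2558 of 2732 checks, ended a call in 167 and made a new call in 7. With an estimated correlation 3 lists in place of 22 passed between hPSC-CFs and haV-CFs (HOX genes and their groups 5 to 8 and 9 to 13), 0 in place of 14 between hPSC-CFs and hDFs and 7 in place of 20 between haV-CFs and hDFs. By fry, 31 lists passed between hPSC-CFs and hDFs. Direction changed in 3 results of lists and named genes: by fry, cadherins were up between hPSC-CFs and haV-CFs (adjusted p = 0.0146) and HOX groups 5 to 8 up between hPSC-CFs and hDFs (adjusted p = 0.00121), both without a call from camera, and with quantile normalization COL1A1 was higher in hPSC-CFs than in hDFs, by 0.44 (adjusted p = 0.00981, of 0.00317 to 0.0931), where the main log2 fold change was -0.42 and its call ended without hDF replicate 1 (0.0909) and without hDF replicate 2 (0.0931). The cause was not tested.

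Counts of genes kept within 1.5 times under the other alternatives except as follows. By the 8-fold rule with no test 539 genes were higher and 360 lower between hPSC-CFs and haV-CFs. With 1 library left out, the higher genes numbered 1579 to 2376 between hPSC-CFs and haV-CFs and 945 to 1030 between haV-CFs and hDFs, and the lower genes 1178 to 1955 and 753 to 856, the lowest without haV-CF replicate 3, haV-CF replicate 2, haV-CF replicate 2 and hDF replicate 1; fewer libraries carry these fits. Between haV-CFs and hDFs, each library left out moved the higher genes, and leaving out haV-CF replicate 3 (766) or hDF replicate 2 (810) also moved the lower ones. For Supplementary Data 1 and 2, having no minimum gave 1320 and 908 genes and adding 1 TPM to each mean gave 194 and 131.

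Distances shrank without the 20 most abundant genes, to 14074 between hPSC-CFs and haV-CFs, 18608 between hPSC-CFs and hDFs and 15724 between haV-CFs and hDFs, and size factors moved the last to 22218. The ratio of the hPSC-CF distances, to hDFs over to haV-CFs, was 1.11 on log2, 1.07 on log10, 1.18 by Spearman and 1.23 by Pearson correlation, 1.46 with size factors and 1.30 to 1.39 with 1 library left out. Over cardiac regulators it was 1.11 on log2, 1.16 on TPM and 1.205 to 1.360 with 1 library left out, and over matrix genes 1.30, 2.02, 1.32 to 1.35 and, over members with at least 1 TPM, 1.56. The ratio of the haV-CF to hDF distance over the hPSC-CF to haV-CF distance fell below 1 on log2 (0.922), log10 (0.982), Spearman (0.894), Pearson (0.850), log2 over genes of at least 10 TPM (0.916), log2 after scaling (0.935) and without hPSC-CF replicate 1 (0.993, of 0.993 to 1.22), and for cardiac regulators on log2 (0.989) and TPM (0.517), with 1.118 to 1.312 when 1 library was left out. With size factors it was 1.198 over all genes. Over matrix genes it was 1.01 on log2, 1.93 on TPM, 1.39 over members with at least 1 TPM and 1.131 to 1.217 with 1 library left out. The cause was not tested beyond the tests under the other observations.

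No correlation of deviations between libraries of the same number was seen in haV-CFs and hPSCs (-0.0109), the only groups that share both numbers; other pairs of groups share at most 1 number and were not tested for this. With the number as a replicate block the counts were 2298 and 1827, 2949 and 1720, and 1435 and 1079 for the 3 comparisons. Depth is unknown, so how far it limits low genes cannot be given.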

Differences from the paper's values

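No main value differed from the paper's by more than 1.5 times. The table holds 19084 genes, the paper's number. Supplementary Data 1 and 2 hold 475 and 317 genes, the paper's counts, where the 8-fold rule with a minimum of 1 TPM gave 548 and 364. The sheets state the 8-fold threshold, and the minimum was inferred from them. Of the paper's genes 4 and 1 were not found by this rule, and 77 and 48 genes were found in addition. Of the rules tried after the values were seen, at least 1 TPM in each higher library gave 468 and 312 genes and held 401 and 267 of the paper's, a value above 0 in each higher library held 458 and 302 of the paper's among 531 genes for hPSC-CFs and fewer than the main rule for haV-CFs, and leaving out genes with 1 of the lower libraries at 0 gave 411 and 291; none gave the paper's counts. The log2 ratios of mean TPM of HEY1 (4.96), ISL1 (7.18) and TBX20 (5.05) equal those of the paper's tables. That of ISL1, at 0 and 0.15 TPM in haV-CFs, moved to 6.18 without haV-CF replicate 2 and to 5.97 with 0.1 TPM added to each mean, and that of TBX20 moved to 4.21 without haV-CF replicate 2. With 5 TPM added to each mean the 3 were 4.45, 1.65 and 1.77.

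The paper states that, over all transcripts, hPSC-CFs and haV-CFs are the most similar of the groups. The legend names TPM as the scale and the methods name normalized read counts, which were not used here. On TPM the same pair joined first, and the distance from haV-CFs to hDFs was 1.10 times theirs. On log2(TPM + 1) haV-CFs and hDFs joined first instead, at 0.922 times, as on log10(TPM + 0.001) at 0.982 times, and without hPSC-CF replicate 1 the ratio on TPM was 0.993. Of cardiac regulators the paper states the same; here it held on log10(TPM + 0.001) (1.21 times) and not on log2(TPM + 1) (0.989) or TPM (0.517). Of matrix genes the paper states the same pair; here it joined first of all groups on log10(TPM + 0.001), after hPSCs and hPSC-CMs on TPM, and first on log2(TPM + 1) by average but not by complete linkage, where haV-CFs and hDFs joined first. These ratios were added after the values were seen, and the lists of genes are not those of Fig. 7b and 7c.

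The paper states that BMP4, GATA4 and SOX17 are expressed at like levels in hPSC-CFs and haV-CFs and not in hDFs. Of the 3, BMP4 did not differ between them past the threshold (adjusted p = 0.0619 from limma), whereas GATA4 was higher (0.93, adjusted p = 0.0227) and SOX17 lower (-1.40, adjusted p = 0.00574) in hPSC-CFs. With a pseudocount of 0.1 TPM neither passed (adjusted p = 0.379 and 0.0647, with ranges of 0.00560 to 0.379 and 0.00140 to 0.0647 over the alternatives). GATA4 also did not pass with only the 4 libraries compared (0.0508), with a replicate block (0.0934), without hPSC-CF replicate 3 (0.168), without haV-CF replicate 2 (0.0834) or without haV-CF replicate 3 (0.111), nor SOX17 without haV-CF replicate 3 (0.0505). All 3 were at or near 0 in hDFs, as the paper states.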

Other observations

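Of the tests here, those of summed HOX expression and the distance ratios of haV-CFs to hDFs were chosen after the values were seen. Some lists of metabolic and stress genes differed between hPSC-CFs and haV-CFs by camera at the preset correlation, and none of these did with an estimated correlation. Of 22 cholesterol synthesis genes, 14 were higher and 1 lower in hPSC-CFs (15 and 2 adjusted over the list alone, adjusted p = 2.59e-05 from camera, and adjusted p = 0.227 with an estimated correlation, from 1.53e-05 to 0.227 over the alternatives), with MSMO1, a sterol oxidase, at 317 ± 107 TPM in hPSC-CFs and 88.7 ± 5.84 TPM in haV-CFs (log2 fold change 1.78, SE 0.20, adjusted p = 8.84e-05). Of 22 hypoxia and glycolysis genes, 1 was higher and 11 lower (1 and 13, adjusted p = 0.000137 from camera, and adjusted p = 0.0619 with an estimated correlation, from 5.14e-05 to 0.0619 over the alternatives), with LDHA (lactate dehydrogenase A) at 386 ± 88.3 and 1419 ± 20.5 TPM (log2 fold change -1.89, SE 0.17, adjusted p = 1.66e-05). Of 18 targets of NRF2, a regulator of the oxidative stress response, 1 was higher and 8 lower (1 and 9, adjusted p = 0.000181 from camera, and adjusted p = 0.0797 with an estimated correlation, from 8.25e-05 to 0.0797 over the alternatives), with HMOX1, the heme oxygenase, at 6.58 ± 1.67 and 50.0 ± 5.90 TPM (log2 fold change -2.76, SE 0.24, adjusted p = 1.16e-05). Of 84 ribosomal protein genes 1 was higher and 18 lower (1 and 15, median -0.25, adjusted p = 0.000120 from camera, and adjusted p = 0.639 with an estimated correlation, from 2.57e-06 to 0.639 over the alternatives), and of 84 genes of oxidative phosphorylation 8 were higher and 8 lower (5 and 7, adjusted p = 0.321 from camera).

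More contractile and TGF-beta genes were lower than higher in hPSC-CFs. Of 20 contractile genes 3 were higher and 10 lower (4 and 11 adjusted over the list alone, adjusted p = 0.00807 from camera, and adjusted p = 0.456 with an estimated correlation, from 0.00371 to 0.456 over the alternatives), with ACTA2, the smooth muscle actin of myofibroblasts, at 85.8 ± 7.16 TPM in hPSC-CFs and 465 ± 4.38 TPM in haV-CFs (log2 fold change -2.43, SE 0.46, adjusted p = 0.00275). Of 24 genes of the TGF-beta response 6 were higher and 11 lower (6 and 13, adjusted p = 0.0140 from camera, and adjusted p = 0.346 with an estimated correlation, from 0.00319 to 0.346 over the alternatives, and 0.0742 without hPSC-CF replicate 1), with CTGF, a matricellular growth factor, at 617 ± 33.1 and 4193 ± 103 TPM (log2 fold change -2.76, SE 0.49, adjusted p = 0.00190). Of 35 interferon genes 7 were higher and 10 lower (7 and 11, adjusted p = 0.189), with BST2 among the higher at 406 ± 52.3 and 11.7 ± 4.68 TPM (log2 fold change 5.05, SE 0.32, adjusted p = 1.51e-06). Of 24 inflammatory genes 7 were higher and 8 lower (7 and 11, adjusted p = 0.289). Of 13 cancer-testis genes 5 were higher and none lower (8 and none, adjusted p = 0.00995 from camera, and adjusted p = 0.227 with an estimated correlation, from 0.00132 to 0.227 over the alternatives), among them SSX4, whose near-identical relatives may share its reads, with 6.95 and 9.23 TPM in hPSC-CFs and listed at 0 in haV-CFs. Of 38 replication-dependent histone genes, whose transcripts mostly lack a polyA tail, 1 was higher and 2 lower (none adjusted over the list alone, adjusted p = 0.444).

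Markers of cell types gave the following between hPSC-CFs and haV-CFs. Of 19 epicardial markers 6 were higher and 6 lower (the same counts adjusted over the list alone, as for other lists with no second pair of counts, adjusted p = 0.450 from camera), with WT1 at 39.3 ± 6.65 and 3.25 ± 0.622 TPM (log2 fold change 3.24, SE 0.40, adjusted p = 0.000159) and TCF21 at 1.84 ± 1.16 and 31.4 ± 3.71 TPM (log2 fold change -3.57, SE 0.34, adjusted p = 2.57e-05). Of 15 endothelial markers 4 were higher and 5 lower (6 and 5 adjusted over the list alone, adjusted p = 0.974), with the angiopoietin receptor TEK, the Tie2 that the paper measured by flow cytometry, at 88.9 ± 13.3 and 10.1 ± 3.59 TPM (log2 fold change 3.04, SE 0.34, adjusted p = 8.24e-05). The paper saw no significant Tie2-positive population. It measured protein during differentiation, whereas these values are RNA of later, passaged hPSC-CFs, so the measures are unlike. Of 14 smooth muscle and pericyte markers 3 were higher and 5 lower (3 and 6 adjusted over the list alone, adjusted p = 0.0298 from camera, and adjusted p = 0.220 with an estimated correlation, from 4.00e-06 to 0.220 over the alternatives, and 0.0733 without hPSC-CF replicate 1). Of 9 neural crest markers 1 was higher and 5 lower (adjusted p = 0.0275 from camera, and adjusted p = 0.401 with an estimated correlation, from 0.00425 to 0.401 over the alternatives, and 0.0815 without hPSC-CF replicate 1). Of 30 cardiomyocyte markers 2 were higher and 3 lower (1 and 3 adjusted over the list alone, adjusted p = 0.523), of 24 pluripotency markers 5 higher and 1 lower (0.457), of 7 epithelial markers 1 higher and 1 lower (1 and 2 adjusted over the list alone, 0.444), and of 25 general fibroblast markers 8 higher and 8 lower (0.457). Of 4 hematopoietic markers, too few to test as a list, 1 was higher and 1 lower. Of 27 genes that the paper measured by other means, 11 were higher and 10 lower (12 and 10 adjusted over the list alone); among them, POSTN had 758 ± 129, 4702 ± 381 and 1643 ± 82.8 TPM in hPSC-CFs, haV-CFs and hDFs, THY1 (CD90) 13.9 ± 7.02, 27.0 ± 0.806 and 649.6 ± 19.5 TPM, and VIM (vimentin) 2225 ± 411, 2964 ± 4.57 and 6769 ± 36.9 TPM.

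The order of the fibroblast distances differed between TPM and log2(TPM + 1), as given with the distances. If the 20 genes of highest mean TPM over all 10 libraries set the order on TPM, it should turn without them. The ratio of the haV-CF to hDF distance over the hPSC-CF to haV-CF distance was then 1.12 (1.09 to 1.15 with 1 library left out). These genes were not taken by their share of the fibroblast distances. The 20 genes of largest share made 71.6% of the squared distance between the means of hPSC-CFs and haV-CFs. Between haV-CFs and hDFs another set, the 20 genes of largest share there, made 78.8%. No ratio was computed without either set. If low genes set the order on log2(TPM + 1), it should turn over the 8837 genes with a mean of at least 10 TPM, where the ratio was 0.916 (0.886 to 0.948), and if scaling set it, after median-of-ratios scaling, where it was 0.935 (0.910 to 0.960). These values argue against the 20 genes of highest mean, low genes and scaling, each as the whole explanation. Left open are a few genes of large share and a greater weight of abundant genes as a class on TPM. The large distance between the 2 hPSC-CF libraries and a real difference between the cell types also stay open, and all may contribute.

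HOX genes were higher in hPSC-CFs than in haV-CFs. Carry-over of HOX expression from the hPSCs is argued against by the median TPM of the 27 called HOX genes in hPSCs, which was 0% of that in hPSC-CFs (0 against 13.1 TPM, with 8.54 TPM in hDFs). Assignment of HOX reads to other HOX genes in haV-CFs is argued against by the sum over all HOX genes. It was at least 56.7 times as high in each hPSC-CF library as in each haV-CF library (56.7 to 68.6 times over the pairs of libraries). A difference in embryonic stage or in the body region from which the cells come or which they resemble is a hypothesis that may account for the pattern; it was not tested, and medium, passage and line or donor change with the groups.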
